# Identification and Small Molecule Inhibition of an Activating Transcription Factor 4 (ATF4)-dependent Pathway to Age-related Skeletal Muscle Weakness and Atrophy*[Fn FN2]

**DOI:** 10.1074/jbc.M115.681445

**Published:** 2015-09-03

**Authors:** Scott M. Ebert, Michael C. Dyle, Steven A. Bullard, Jason M. Dierdorff, Daryl J. Murry, Daniel K. Fox, Kale S. Bongers, Vitor A. Lira, David K. Meyerholz, John J. Talley, Christopher M. Adams

**Keywords:** aging, muscle atrophy, protein synthesis, skeletal muscle, skeletal muscle metabolism, ATF4, sarcopenia, skeletal muscle atrophy, tomatidine, ursolic acid

## Abstract

Aging reduces skeletal muscle mass and strength, but the underlying molecular mechanisms remain elusive. Here, we used mouse models to investigate molecular mechanisms of age-related skeletal muscle weakness and atrophy as well as new potential interventions for these conditions. We identified two small molecules that significantly reduce age-related deficits in skeletal muscle strength, quality, and mass: ursolic acid (a pentacyclic triterpenoid found in apples) and tomatidine (a steroidal alkaloid derived from green tomatoes). Because small molecule inhibitors can sometimes provide mechanistic insight into disease processes, we used ursolic acid and tomatidine to investigate the pathogenesis of age-related muscle weakness and atrophy. We found that ursolic acid and tomatidine generate hundreds of small positive and negative changes in mRNA levels in aged skeletal muscle, and the mRNA expression signatures of the two compounds are remarkably similar. Interestingly, a subset of the mRNAs repressed by ursolic acid and tomatidine in aged muscle are positively regulated by activating transcription factor 4 (ATF4). Based on this finding, we investigated ATF4 as a potential mediator of age-related muscle weakness and atrophy. We found that a targeted reduction in skeletal muscle ATF4 expression reduces age-related deficits in skeletal muscle strength, quality, and mass, similar to ursolic acid and tomatidine. These results elucidate ATF4 as a critical mediator of age-related muscle weakness and atrophy. In addition, these results identify ursolic acid and tomatidine as potential agents and/or lead compounds for reducing ATF4 activity, weakness, and atrophy in aged skeletal muscle.

## Introduction

Skeletal muscle weakness and atrophy are among the most pervasive and disruptive effects of aging. In nearly all people, even elite athletes, a subtle loss of muscle strength begins between the ages of 30 and 40. Over the next two to three decades, strength continues to erode, whereas muscle mass typically declines to a lesser degree. As a result, reduced muscle quality (*i.e.* strength per unit muscle mass) is a hallmark of the aging process (1, 2). By the age of 65, overt muscle loss (age-related muscle atrophy or sarcopenia) is apparent in many individuals, and nearly all elderly persons report a gradual loss of strength and muscle over the course of their lives. The clinical consequences of age-related weakness and muscle loss are significant. Weakness limits activity, impairs quality of life, contributes to falls and fractures, and can create a vicious cycle of muscle disuse and further muscle loss and weakness. In its later stages, age-related muscle atrophy can lead to frailty, debilitation, and loss of independent living. All of these issues are becoming more prevalent as the elderly population increases. For example, in the United States, the number of persons over 65 years old is predicted to more than double between 2010 and 2040 (3).

Despite their broad impact, age-related muscle weakness and atrophy cannot be reliably prevented by physical therapy or current nutritional approaches, and a pharmacologic therapy does not exist. The development of effective interventions has been somewhat hindered by the fact that the molecular basis of age-related muscle weakness and atrophy is largely unknown. The slow progression of age-related skeletal muscle atrophy represents a significant barrier to its experimental study and suggests that the condition may reflect subtle molecular changes that accumulate in skeletal muscle over many years. At the cellular level, age-related muscle atrophy shares some features with acute forms of muscle atrophy caused by fasting, muscle disuse, or systemic illness, which reduce muscle mass and strength over the course of days or weeks rather than years. For example, aging, fasting, muscle disuse, and systemic illness all cause a reduction in skeletal muscle fiber size and a loss of skeletal muscle protein. However, it is also clear that age-related muscle atrophy differs from acute muscle atrophy in some important ways. For example, at least some mediators of acute muscle atrophy (*e.g.* MAFbx/atrogin-1, MuRF1, and AMP kinase) also appear to protect muscle from effects of aging, and thus, chronic deficiencies of those proteins reduce muscle atrophy during acute stress conditions but accelerate the loss of muscle mass and/or quality during aging (4–7). A specific protein target for reducing the loss of muscle quality, strength, and mass during aging has not yet been found.

In the current study, we investigated mechanisms of skeletal muscle weakness and atrophy during aging as well as potential interventions for these conditions. The potential interventions we investigated were two structurally dissimilar small molecules, ursolic acid and tomatidine. Ursolic acid is a naturally occurring pentacyclic triterpene acid present in several edible herbs and fruits, including apples (8). Tomatidine is a naturally occurring steroidal alkaloid derived from tomato plants and green tomatoes (9). We previously found that ursolic acid and tomatidine reduce acute skeletal muscle atrophy caused by fasting and muscle disuse in young adult mice (10–12). In addition, we found that ursolic acid and tomatidine increase muscle strength and quality, and they stimulate muscle hypertrophy when they are administered to healthy young adult mice (10, 11). The mechanisms of action of ursolic acid and tomatidine in skeletal muscle are not well understood; however, both compounds stimulate protein synthesis, protein accretion, and cellular hypertrophy in cultured skeletal myotubes, indicating a direct effect on skeletal muscle cells (10, 11, 13). The effects of ursolic acid and tomatidine on age-related muscle weakness and atrophy were not known. However, despite the existence of mechanistic differences between acute and age-related muscle atrophy, we hypothesized that acute and age-related muscle atrophy might share some common molecular mediators, and thus, age-related muscle weakness and/or atrophy might be reduced by ursolic acid and/or tomatidine.

## Experimental Procedures

### 

#### 

##### Chemicals and Antibodies

We obtained ursolic acid (BML-CT105) and tomatidine (BML-GR335) from Enzo Life Sciences. Puromycin (P8833) was obtained from Sigma-Aldrich. [^3^H]Leucine (120 Ci/mmol) was obtained from American Radiolabeled Chemicals. Anti-myosin heavy chain I (BA-F8), anti-myosin heavy chain IIa (SC-71), anti-myosin heavy chain IIb (BF-F3), and anti-myosin heavy chain IIx (6H1) mouse monoclonal antibodies were obtained from the University of Iowa Developmental Studies Hybridoma Bank. Alexa Fluor 488-conjugated anti-mouse IgG_1_, Alexa Fluor 350-conjugated anti-mouse IgG_2b_, and Alexa Fluor 555-conjugated anti-mouse IgM were obtained from Life Technologies. Anti-FLAG mouse monoclonal antibody (F1804) was obtained from Sigma-Aldrich. Anti-puromycin mouse monoclonal antibody (MABE343) was obtained from EMD Millipore. All other antibodies were obtained from Cell Signaling Technology; these included anti-S6K (catalog number 2308S), anti-phospho-S6K (Thr-389) (catalog number 9234S), anti-Akt (catalog number 4691S), anti-phospho-Akt (Ser-473) (catalog number 4060S), anti-eukaryotic translational initiation factor 4E-binding protein 1 (4E-BP1) (catalog number 9644S), anti-phospho-4E-BP1 (Thr-37/46) (catalog number 2855S), and horseradish peroxidase (HRP)-conjugated anti-rabbit IgG (catalog number 7074S) and anti-mouse IgG (catalog number 7076S).

##### Plasmids and Recombinant Adenoviruses

p-ATF4-FLAG encodes wild-type mouse activating transcription factor 4 (ATF4)^2^ (NM_009716) with three copies of the FLAG epitope tag at the NH_2_ terminus under the control of the CMV promoter. Recombinant adenoviruses expressing GFP alone,GFP plus FLAG-tagged ATF4, or GFP plus FLAG-tagged ATF4ΔbZIP were described previously (14). ATF4ΔbZIP (15) is a full-length ATF4 construct containing three copies of the FLAG epitope tag at the NH_2_ terminus as well as ^292^GLYEAAA^298^ substituted for ^292^RYRQKKR^298^.

##### Mouse Protocols

Animals were housed in colony cages in a specific pathogen-free animal facility at 21 °C with 12-h light/12-h dark cycles and were maintained on standard chow (Harlan Teklad formula 7013) unless otherwise indicated. In all studies, investigators who obtained the results were blinded to the intervention (dietary or genetic). Ursolic acid or tomatidine was added to standard chow formula 7013 at concentrations of 0.27 (w/w) and 0.05% (w/w), respectively, by Harlan Teklad, as described previously (10, 11). 22-month-old male C57BL/6 mice were obtained from the National Institute on Aging and randomly assigned to standard chow diets lacking or containing ursolic acid or tomatidine. Forelimb grip strength was determined using a triangular pull bar attached to a grip strength meter (Columbus Instruments) as described previously (10). *Ex vivo* studies of skeletal muscle force generation were performed as described previously (11). For skeletal muscle transfection experiments, male C57BL/6 mice were obtained from the National Cancer Institute (NCI) at ages 6–8 weeks old and used for experiments within 2 weeks of their arrival. Transfection of mouse skeletal muscle with plasmid DNA was performed as described previously (15). In the SUnSET assay (16), mice were administered an intraperitoneal injection of puromycin (0.04 μmol/g of body weight, dissolved in 100 μl of sterile saline), and then 30 min later, mice were euthanized, and skeletal muscles were harvested and frozen in liquid N_2_ for further analysis. Muscle-specific *Atf4* knock-out (ATF4 mKO) mice were generated and genotyped as described previously (14). Male ATF4 mKO mice (*i.e. ATF4*(*L*/*L*);*MCK-Cre*(*Tg*/*0*) mice) were studied at 22 months of age and compared with male *ATF4*(*L*/*L*);*MCK-Cre*(*0*/*0*) littermates. All animal procedures were approved by the Institutional Animal Care and Use Committee of the University of Iowa.

##### Histology

Skeletal muscle H&E stain and fiber type-specific stain were performed as described previously (11). All histological sections were examined and photographed using an Olympus BX-61 automated upright microscope equipped with CellSens digital imaging software. Image analysis was performed using ImageJ software. Skeletal muscle fiber size was analyzed by measuring the lesser diameter (minimal Feret diameter) of muscle fibers as recommended elsewhere (17).

##### Quantification of Ursolic Acid and Tomatidine in Mouse Plasma

Mouse plasma was collected as described previously (10), and plasma levels of ursolic acid and tomatidine were determined with validated liquid chromatography/mass spectrometry (LC/MS) assays. In the ursolic acid assay, betulinic acid was used as the internal standard. Stock solutions of ursolic acid and betulinic acid were generated by dissolving the compounds in 100% methanol at a concentration of 200 μg/ml, and working solutions were prepared by serial dilution of the stock solutions in 100% methanol. Standard curve samples were generated by adding ursolic acid to 100 μl of blank mouse plasma at concentrations ranging from 1 to 1000 ng/ml. Control samples contained 0, 10, 100, or 700 ng/ml ursolic acid in 100 μl of blank mouse plasma. Betulinic acid (5 μl of a 10 μg/ml stock) was added to the standard curve samples, control samples, and experimental samples (100 μl of plasma from mice treated with control diet, ursolic acid diet, or tomatidine diet). Ursolic acid and betulinic acid were then extracted from plasma samples as follows. 600 μl acetonitrile was added to each sample, and the samples were vortexed for 1 min and allowed to sit for 5 min. 400 μl of ethyl acetate was added to each sample, and the samples were vortexed, centrifuged for 3 min at 14,000 rpm, and then transferred to a Phree Phospholipid Removal plate (product number 8E-S133-TGB, Phenomenex, Torrance CA). A vacuum was applied, and the eluent was collected, transferred to a 13 × 100-mm glass tube, and dried under nitrogen. The dried samples were reconstituted in 100 μl of mobile phase (5 mm ammonium acetate in ultrapure water (15%) and methanol (85%)) and then transferred to HPLC injection vials. LC/MS was performed with a Waters Acquity UPLC system equipped with binary solvent manager, sample manager, and column manager operating under Empower software (Waters Corp., Milford, MA) and a Shimadzu 2010A LC/MS platform in atmospheric pressure chemical ionization negative mode operating under LC/MS Solutions software (version 3.41.324; Shimadzu, Columbia, MD). The analytical column was an Acquity UPLC high strength silica column (C_18_, 1.8 μm, 2.1 × 100 mm; Waters Corp.) with a Phenomenex C_18_ ULTRA UHPLC SecurityGuard column. Separation conditions were as follows: sample temperature, 7 °C; column temperature, 40 °C; sample was injected in partial loop with overfill injection mode; injection volume, 15 μl. The analysis was isocratic at 0.4 ml/min flow. Solvent A (15%) was 5 mm ammonium acetate; solvent B (85%) was methanol. The total run time for an LC/MS analysis was 7 min. The scan interval was 0.3 s with the following parameters: microscan, 0.1 atomic mass unit; atmospheric pressure chemical ionization temperature, 450 °C; curved desolvation line temperature, 200 °C; heat block temperature, 200 °C; nitrogen flow rate, 2.5 liters/min; detector voltage, 1.6 kV. The monitored mass-to-charge ratio for both ursolic acid and betulinic acid was 455.45. The retention times for ursolic acid and betulinic acid were 3.85 and 3.25 min, respectively. The assay was linear over the concentration range of 1–1000 ng/ml, and the coefficient of variation was less than 15% at all control concentrations. In the tomatidine assay, solanidine was utilized as the internal standard. Stock solutions of tomatidine and solanidine were generated by dissolving the compounds in 100% methanol, and working solutions were prepared by serial dilution of the stock solutions in 100% methanol. Standard curve samples were generated by adding tomatidine to 100 μl of blank mouse plasma at concentrations ranging from 4 to 1000 ng/ml. Control samples contained 0, 10, 100, or 700 ng/ml tomatidine in 100 μl of blank mouse plasma. Solanidine (5 μl of a 10 μg/ml stock) was added to the standard curve samples, control samples, and experimental samples (100 μl of plasma from mice treated with control diet, ursolic acid diet, or tomatidine diet). Tomatidine and solanidine were then extracted from plasma samples as follows. Samples were applied to Isolute SLE+ cartridges (6 ml; Biotage, AB, Uppsala, Sweden) in a Cerex solid phase extraction processor (Varian, Palo Alto, CA) and allowed to adsorb onto the packing for 10 min. Samples were eluted with 5 ml of hexanes:dichloromethane (2:1 volume ratio) under gravity flow for ∼15 min. Eluates were collected in 13 × 100-mm glass tubes and evaporated under flowing nitrogen at 25 °C. Dried samples were reconstituted in 200 μl of water containing 40% methanol and 0.05% acetic acid and then transferred to HPLC injection vials. LC/MS was performed with a Shimadzu LC/MS-2010A mass spectrometer operated using electrospray interface in positive ion mode controlled using LC/MS Solutions software (version 3.41.324). The block and curved desolvation line temperature were both set at 250 °C. Data were collected in the selected ion monitoring mode at 416.45 (tomatidine) and 398.45 atomic mass units (solanidine). The analytical column was a Phenomenex Kinetex C_18_ (100 × 2.1 mm, 2.6 μm) preceded by a Phenomenex C_18_ ULTRA UHPLC SecurityGuard column. Separation conditions were as follows: sample temperature, 24 °C (+3 °C); column temperature, 40 °C; sample injection volume, 10 μl. A gradient of 0.25 ml/min was used for the analysis. Solvent A was water with 0.05% acetic acid and 5 mm ammonium acetate, and solvent B was methanol (75%) mixed with acetonitrile (25%). The gradient started at 40% B and increased to 90% B at 5 min, was held for 3 min, and then was changed back to baseline at 9 min. The total run time for LC/MS analysis was 12 min. The retention times for tomatidine and solanidine were 5.4 and 4.6 min, respectively. The assay was linear from 4 to 1000 ng/ml, and the coefficient of variation for all control samples was less than 15%.

##### Immunoblot Analyses

Protein extracts from mouse skeletal muscle and cultured myotubes were prepared as described previously (14). An aliquot of each protein extract was then mixed with 0.25 volume of sample buffer (14) and heated for 5 min at 95 °C. A separate aliquot of each extract was used to determine protein concentration by the BCA kit after which an equivalent amount of protein from each sample was subjected to SDS-PAGE and then transferred to 0.45-μm nitrocellulose membranes (Bio-Rad catalog number 162-0115). Immunoblots were performed at 4 °C for 16 h using primary antibodies diluted to 1:1000 (phospho-S6K), 1:2000 (S6K, Akt, phospho-Akt, and phospho-4E-BP1), 1:3000 (4E-BP1), 1:4000 (puromycin), or 1:5000 (FLAG). Bound antibodies were visualized by chemiluminescence (SuperSignal West Pico, Thermo Scientific) using a 1:2000–1:5000 dilution of HRP-conjugated anti-rabbit or anti-mouse IgG. Membranes were stained with Ponceau S to ensure equal loading.

##### mRNA Expression Analyses

For microarray analyses, skeletal muscle RNA was extracted with TRIzol (Invitrogen) and purified with an RNeasy kit and RNase-free DNase set (Qiagen). RNA was processed and hybridized to Mouse Ref-8 version 2.0 BeadChip arrays (Illumina) by the Southern California Genotyping Consortium (University of California, Los Angeles) as described previously (18). Following hybridization, arrays were washed, blocked, stained, and dried (Little Dipper processor). Arrays were scanned with an iScan reader, and data were extracted and analyzed with BeadStudio software (Illumina). Quantitative real time RT-PCR (qPCR) was performed using TaqMan Gene Expression Assays (Applied Biosystems) and methods described previously (14).

##### Myotube Experiments

Mouse C2C12 myoblasts were obtained from ATCC (CRL-1772) and maintained at 37 °C and 5% CO_2_ in Dulbecco's modified Eagle's medium (DMEM) (ATCC catalog number 30-2002) containing antibiotics (100 units/ml penicillin and 100 μg/ml streptomycin sulfate) and 10% (v/v) fetal bovine serum (FBS). Myoblasts were set up for experiments on day 0 in 6-well plates at a density of 2.5 × 10^5^ cells/well. On day 2, differentiation was induced by replacing 10% FBS with 2% horse serum. On day 7, cells were rinsed once with PBS, and then 1 ml of DMEM containing adenovirus (multiplicity of infection, 250) was added to each well. Two hours later, 1 ml of DMEM containing 1% horse serum plus antibiotics was added to each well. On day 8, cells were rinsed twice with PBS, and then 2 ml of DMEM containing 2% horse serum and antibiotics was added to each well. Infection efficiency was >90%. On day 9 (48 h postinfection), myotubes were harvested for analysis of *Eif4ebp1* and 4E-BP1 expression or used for analysis of global protein synthesis. For analysis of protein synthesis, [^3^H]leucine incorporation was determined as described previously (14).

##### Statistical Analysis

Results of experiments are shown as mean ± S.E. Statistical significance was determined using *t* tests, one-way ANOVA with Dunnett's multiple comparison test, or false discovery rate (FDR) analysis as noted in the figure legends.

## Results

### 

#### 

##### Ursolic Acid and Tomatidine Reduce Age-related Skeletal Muscle Weakness and Atrophy

Mice have been reported to develop age-related muscle atrophy by the age of 22 months (2, 5, 19). To confirm this finding and establish an experimental system for our studies, we compared 22-month-old mice with 6-month-old mice, which are considered fully grown young adults. The cohorts of 6- and 22-month-old mice were matched for total body weight (35.4 ± 1.0 and 35.7 ± 1.8 g, respectively; *p* = 0.86). However, the combined weight of the largest muscle groups in the hind limb and forelimb (quadriceps femoris and triceps brachii, respectively) was significantly reduced in the 22-month-old mice (by 18 ± 3%; Fig. 1*A*), indicating age-related muscle loss. We performed histological analyses of the quadriceps, a functionally important muscle group that is known to be severely affected by age-related muscle atrophy in humans (20). In both 6- and 22-month old mice, the quadriceps was primarily composed of type IIb fibers with the remainder composed of type IIx fibers (82 ± 2% type IIb fibers and 18 ± 2% type IIx fibers in 6-month-old mice *versus* 84 ± 2% type IIb fibers and 16 ± 2% type IIx fibers in 22-month-old mice). The relative amounts of IIb and IIx fibers were not affected by age (*p* = 0.49), and the size of IIx fibers was not affected by age (Fig. 1*C*). Importantly, however, the size of IIb fibers was significantly reduced in 22-month-old mice (Fig. 1, *B–D*). Furthermore, 22-month-old mice exhibited a significant reduction in grip strength (decreased by 12 ± 4%; Fig. 1*E*) and a significant reduction in specific force (*i.e.* muscle quality; decreased by 36 ± 11%; Fig. 1*F*). These age-related reductions in muscle mass, type IIb fiber size, strength, and muscle quality are indicative of age-related muscle atrophy as it has been described in both mice and humans (1, 2, 20).

**FIGURE 1.**
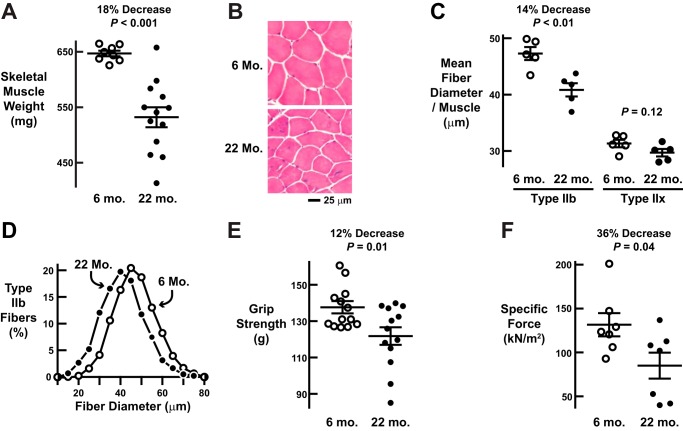
**Mouse model of age-related skeletal muscle weakness and atrophy.** *A–F*, we compared weight-matched cohorts of mature adult (6-month (*mo.*)) and old (22-month) male C57BL/6 mice. *A*, combined weight of bilateral quadriceps femoris and triceps brachii muscles. Each data point represents one mouse, and *horizontal bars* denote means ± S.E. *B*, representative H&E images of quadriceps cross-sections. *C*, average diameters of type IIb and IIx fibers in the quadriceps. Each data point represents the mean of ≥800 type IIb fibers or ≥100 type IIx fibers from one mouse, and *horizontal bars* denote average of the means ± S.E. *D*, size distribution of all type IIb fibers from *C. E*, *in vivo* forelimb grip strength. Each data point represents the mean of five measurements from one mouse, and *horizontal bars* denote the average of the means ± S.E. *F*, *ex vivo* specific tetanic force generated by the extensor digitorum longus muscle. Each data point represents one mouse, and *horizontal bars* denote means ± S.E. In *A*, *C*, *E*, and *F*, *p* values were determined with *t* tests. *kN*, kilonewtons.

To test the hypothesis that ursolic acid and tomatidine might reduce age-related skeletal muscle weakness and atrophy, we provided weight-matched cohorts of 22-month-old mice *ad libitum* access to diets lacking or containing either 0.27% ursolic acid or 0.05% tomatidine for 2 months (Fig. 2*A*). We previously found that these doses of ursolic acid and tomatidine stimulate skeletal muscle hypertrophy and increase strength and specific force in young adult mice (10, 11, 21). The diets containing ursolic acid and tomatidine were well tolerated by 22-month-old mice. Altogether in these studies, we observed 32 mice on each diet (control, ursolic acid, or tomatidine), and by the end of the 2-month treatment period, four control mice had died of natural causes, one ursolic acid-treated mouse died, and no tomatidine-treated mice died. As expected, the diet containing ursolic acid generated measurable plasma levels of ursolic acid, and the diet containing tomatidine generated measurable plasma levels of tomatidine (Fig. 2*A*).

**FIGURE 2.**
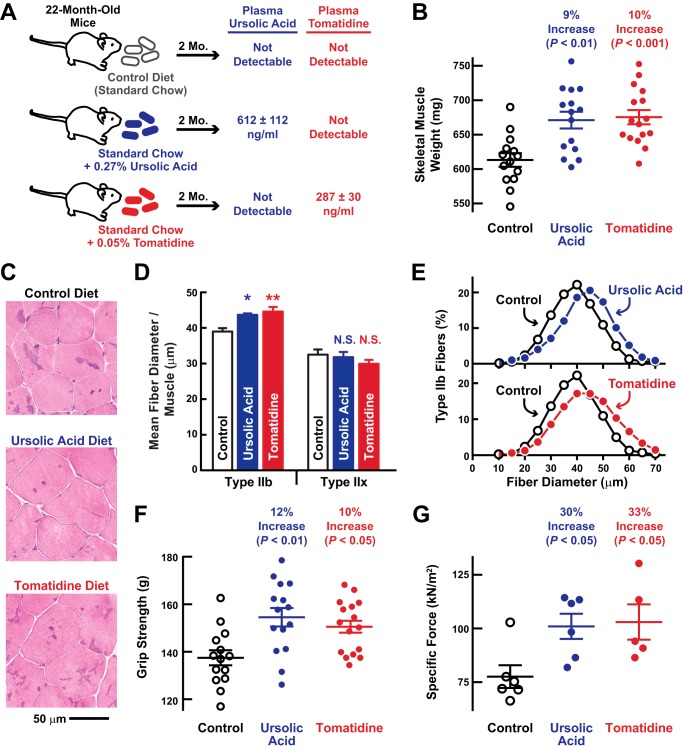
**Ursolic acid and tomatidine reduce age-related skeletal muscle weakness and atrophy.** *A–G*, weight-matched cohorts of 22-month-old male C57BL/6 mice were provided *ad libitum* access to standard chow (“control”) or standard chow supplemented with 0.27% ursolic acid or 0.05% tomatidine for 2 months before the analyses described below. *A*, steady-state plasma levels of ursolic acid and tomatidine. Data are means ± S.E. from three mice per cohort. *B*, combined weight of bilateral quadriceps femoris and triceps brachii muscles. Each data point represents one mouse, and *horizontal bars* denote means ± S.E. *C*, representative H&E images of quadriceps cross-sections. *D*, mean diameters of quadriceps muscle fibers. Data are averages of the mean diameters of quadriceps type IIb and IIx fibers from four mice per cohort ±S.E. *, *p* < 0.05; **, *p* < 0.01. *N.S.* denotes *p* > 0.05. *E*, size distribution of all type IIb fibers from *D. F*, *in vivo* forelimb grip strength. Each data point represents the mean of five measurements from one mouse, and *horizontal bars* denote the average of the means ± S.E. *G*, *ex vivo* specific tetanic force generated by the extensor digitorum longus muscle. Each data point represents one mouse, and *horizontal bars* denote means ± S.E. In *B*, *D*, *F*, and *G*, *p* values were determined with a one-way ANOVA with Dunnett's multiple comparison test. *kN*, kilonewtons.

We found that ursolic acid and tomatidine significantly increased skeletal muscle weight by 9 ± 2 and 10 ± 2%, respectively (Fig. 2*B*). In addition, both compounds significantly increased the size of type IIb muscle fibers in the quadriceps without increasing the size of type IIx fibers (Fig. 2, *C–E*). Ursolic acid and tomatidine did not alter the relative amount of IIb and IIx fibers in the quadriceps (there were 97 ± 2, 96 ± 2, and 96 ± 1% IIb fibers in control, ursolic acid-treated, and tomatidine-treated quadriceps, respectively; all *p* > 0.05). In addition to reducing atrophy of type IIb fibers, ursolic acid and tomatidine significantly increased grip strength (by 12 ± 3 and 10 ± 2%, respectively; Fig. 2*F*) and significantly increased specific force (by 30 ± 8 and 33 ± 11%, respectively; Fig. 2*G*). In contrast to their effects on skeletal muscle, ursolic acid and tomatidine did not significantly alter total body weight or the weights of heart, liver, or fat pads (Fig. 3, *A–F*). Taken together, these data indicate that ursolic acid and tomatidine reduced age-related muscle weakness and atrophy.

**FIGURE 3.**
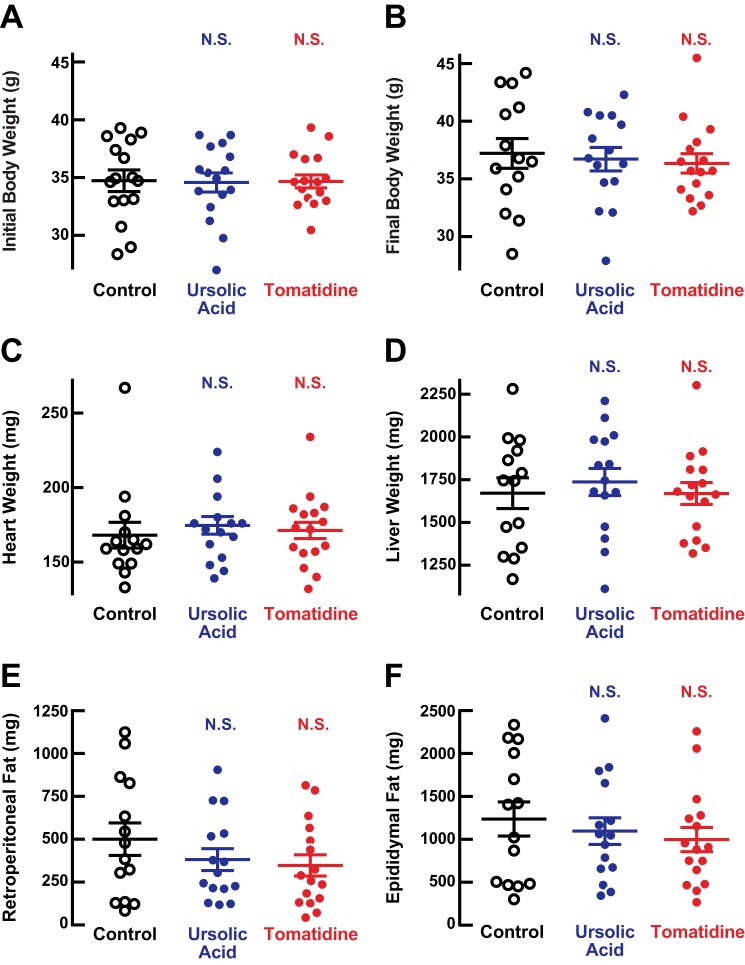
**In aged mice, ursolic acid and tomatidine do not alter total body weight or the weights of heart, liver, or fat pads.** *A–F*, weight-matched cohorts of 22-month-old male C57BL/6 mice were provided *ad libitum* access to standard chow (control) or standard chow supplemented with 0.27% ursolic acid or 0.05% tomatidine for 2 months. Each data point represents one mouse, and *horizontal bars* denote means ± S.E. *A*, initial total body weights. *B*, final total body weights. *C*, heart weights. *D*, liver weights. *E*, combined weights of bilateral retroperitoneal fat pads. *F*, combined weights of bilateral epididymal fat pads. *p* values were determined with a one-way ANOVA with Dunnett's multiple comparison test. *N.S.* denotes *p* > 0.05.

##### In Aged Skeletal Muscle, Ursolic Acid and Tomatidine Generate Similar mRNA Expression Signatures, Which Are Composed of Hundreds of Small Positive and Negative Changes in mRNA Levels

Age-related muscle atrophy is a complex and slowly progressive process that remains poorly understood at the molecular level. Because ursolic acid and tomatidine reduced age-related muscle weakness and atrophy, we reasoned that they might provide insight into the molecular pathogenesis of age-related muscle loss. To test this hypothesis, we performed additional analyses of quadriceps muscles of 22-month-old mice that had consumed diets lacking or containing ursolic acid or tomatidine for 2 months (as in Figs. 2 and 3).

In young adult mice, ursolic acid and tomatidine promote muscle hypertrophy by increasing activity of the protein kinase mTORC1 (10, 11, 21). We therefore tested the possibility that one or both of the compounds might increase phosphorylation (activity) of S6 kinase, a key downstream target of mTORC1, in aged skeletal muscle. However, we found that ursolic acid and tomatidine did not increase the steady-state level of S6 kinase phosphorylation in aged muscle (Fig. 4*A*). Similarly, we did not detect any change in phosphorylation (activity) of Akt (Fig. 4*B*), an anabolic protein kinase that mediates the effect of ursolic acid on mTORC1 (10, 21). Although we cannot rule out the possibility that ursolic acid and/or tomatidine may have stimulated Akt and/or mTORC1 at some point during the 2-month treatment period, it was clear that Akt/mTORC1 signaling was not significantly increased at the end of the treatment period. The absence of sustained mTORC1 activation in ursolic acid- and tomatidine-treated muscles is perhaps not surprising because sustained activation of mTORC1 does not inhibit age-related muscle atrophy but rather appears to promote it (22). Furthermore, a small molecule inhibitor of mTORC1, rapamycin, does not accentuate or reduce age-related muscle atrophy (23). These results led us to investigate other potential mechanisms.

**FIGURE 4.**
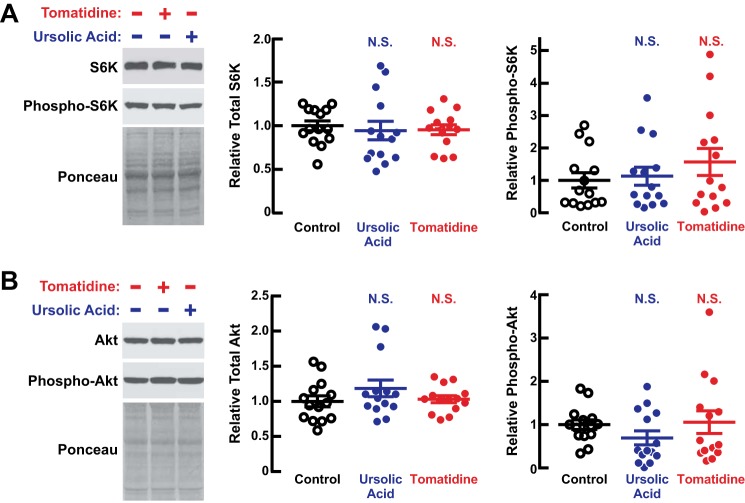
**The steady-state level of Akt/mTORC1 signaling in aged skeletal muscle is not altered after 2 months of treatment with ursolic acid or tomatidine.** Data are from the quadriceps muscles of 22-month-old C57BL/6 mice treated for 2 months with control diet, ursolic acid diet, or tomatidine diet as in Figs. 2 and 3. *A*, quadriceps protein extracts were subjected to immunoblot analysis with anti-S6K and anti-phospho-S6K antibodies. *Left*, representative immunoblots and Ponceau S stains. *Middle*, quantification of total S6K. *Right*, quantification of the normalized ratio of phospho-S6K to total S6K in each extract. *B*, quadriceps protein extracts were subjected to immunoblot analysis with anti-Akt and anti-phospho-Akt antibodies. *Left*, representative immunoblots and Ponceau S stains. *Middle*, quantification of total Akt. *Right*, quantification of the normalized ratio of phospho-Akt to total Akt in each extract. *Horizontal bars* denote means ± S.E. *p* values were determined with a one-way ANOVA and Dunnett's multiple comparison test. *N.S.* denotes *p* > 0.05.

We originally identified ursolic acid and tomatidine as small molecules whose collective effects on gene expression in human cell lines are roughly opposite to the changes in skeletal muscle gene expression that occur during muscle atrophy (10, 11). This suggested the hypothesis that ursolic acid and tomatidine might reverse at least some changes in skeletal muscle gene expression that promote age-related muscle atrophy. 

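Quadriceps muscle mRNA from 16 aged male mice was measured on Illumina BeadChip arrays, 1 array per mouse and 1 colour per array. The mice were 22 months old when the diets began and 24 months old at harvest. 5 mice ate control diet, 6 mice ate a diet with 0.27% (w/w) ursolic acid and 5 mice ate a diet with 0.05% (w/w) tomatidine, each for 2 months. Ursolic acid is a triterpene acid and tomatidine is a steroidal alkaloid. Their doses differ, so a difference between the 2 compounds is not a comparison at matched dose. The deposited values are log2 signals that the authors had already normalized, extracted with BeadStudio software from iScan readings. The background correction, the normalization and the software version are not given in the sources used here, and neither is the slide or scan date of an array. The 16 arrays shared almost 1 distribution, with medians from 8.02 to 8.03 and no ranked value more than 0.14 from its mean over the arrays. Most probes were dim. The lowest signals lay between 7.87 and 7.90, and 76.8% of the 25697 probes had a mean log2 signal under 8.5. No detection call was used, and for dim probes the log2 change may understate the change in mRNA, which was not tested. A single gene symbol was known for 23978 probes, covering 16590 genes, and 1719 probes stay unnamed. Across probes, arrays of the same group correlated with r from 0.990 to 0.998 and arrays of different groups with r from 0.990 to 0.998, and 0 of the 120 pairs of arrays held identical values. On the leading principal component, which held 25.7% of the variance, tomatidine mouse 4 lay at 14.6 and tomatidine mouse 3 at 7.11, while the control mice lay between -6.34 and 5.84. Each probe was fitted with limma, with 1 mean per group over all 16 arrays and 1 shared estimate of the spread between mice. Changes are differences of group means on the log2 scale with their standard errors (SE), p values are 2-sided, and adjusted p values use the Benjamini-Hochberg method over all probes. The paper's thresholds were kept, an unadjusted p of 0.025 or less and an adjusted p of 0.1 or less. The latter also applies to counts adjusted over a list alone. A gene is said to pass, rise, fall, change or differ where it met the unadjusted threshold, while the p printed beside a gene is the adjusted one, which for most of these genes lies above 0.1. Groups of genes were tested as 45 lists with camera, a test in limma of whether a list's genes moved more than other genes, with 1 probe per gene and a preset correlation between genes of 0.01. A list was called at an adjusted p under 0.05 over the 45 lists, and the same test was repeated with the correlation estimated from the arrays. The tests, the lists and the rule for naming genes were chosen before the data were examined, apart from the paper's supplemental tables, which had been read. Replicates are separate mice, so p values measure the spread between these mice, and the 5 or 6 arrays per group limit the precision.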

To begin to test this idea, we used genome-wide mRNA expression arrays to assess mRNA expression in quadriceps muscles of 22-month-old mice that had consumed diets lacking or containing ursolic acid or tomatidine for 2 months. Using *p* ≤ 0.025 by two-tailed unpaired *t* test as an arbitrary cutoff for statistical significance, we found that ursolic acid affected the signals from 1289 mRNA probes (about 5% of the >25,000 probes measured on the arrays; supplemental Table 1), and tomatidine affected signals from 1031 mRNA probes (supplemental Table 2). 

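With ursolic acid, the largest rises were in Atp2a2, which encodes the calcium pump of the sarcoplasmic reticulum in slow muscle, in the imprinted noncoding RNA H19, and in Bdh1, a mitochondrial enzyme of ketone body metabolism. The largest falls were in Dkk3, a secreted glycoprotein of the Dickkopf family, and in Fbp2, the fructose bisphosphatase of muscle, which runs a step of glycolysis in reverse. The Atp2a2 signal was 10.17 ± 0.56 (SD, n = 5) in control mice, 10.83 ± 0.25 (SD, n = 6) with ursolic acid and 10.47 ± 0.37 (SD, n = 5) with tomatidine. Its log2 change with ursolic acid was 0.66 (SE 0.23, adjusted p = 0.386), and another probe rose by 0.58 (SE 0.21, adjusted p = 0.414). H19 was higher by 0.57 (SE 0.14, adjusted p = 0.249) and Bdh1 by 0.52 (SE 0.19, adjusted p = 0.415), while another Bdh1 probe was near the lowest signals (-0.01). Dkk3 changed by -0.60 (SE 0.23, adjusted p = 0.449) and -0.52 (SE 0.20, adjusted p = 0.438) on 2 probes, while a dim probe gave -0.02. Fbp2 changed by -0.58 (SE 0.15, adjusted p = 0.249). Ogn, which encodes a small proteoglycan of the extracellular matrix, changed by -0.36 (SE 0.12, adjusted p = 0.358), and its other probes were dim (-0.01 and 0.01). With tomatidine the same probes gave 0.29 and 0.25 for Atp2a2, 0.24 for Bdh1, -0.53 and -0.48 for Dkk3, -0.29 for Fbp2 and -0.18 for Ogn, none of which passed. None of these differed between the compounds at the same threshold. The pass with ursolic acid ended for Atp2a2 without control mouse 1 or 5 or ursolic acid mouse 5 (adjusted p = 0.463 to 0.612) on the probe given first and without control mouse 1 or 5 or ursolic acid mouse 1, 2 or 5 (0.498 to 0.645) on the other, and for Bdh1 without control mouse 1, 4 or 5 or ursolic acid mouse 1, 2, 4 or 5 (adjusted p = 0.504 to 0.644). It ended for Dkk3 without control mouse 1, 2, 4 or 5 or ursolic acid mouse 1, 4 or 5 (adjusted p = 0.409 to 0.662) and, on the second probe, without control mouse 1, 2 or 4 or ursolic acid mouse 1, 4 or 5 (0.516 to 0.655), and for Ogn without control mouse 1 or 4 (adjusted p = 0.566 to 0.576). By the methods' t-test the Atp2a2, Bdh1 and Dkk3 probes did not pass (adjusted p = 0.5 to 0.537), and neither did those of Atp2a2, of Bdh1 and the second of Dkk3 by its form with unequal variances (0.574 to 0.641) or both of Dkk3 with an intensity trend and robust estimates (0.503 to 0.509). With the slow-fibre mean as a covariate, added after the values were seen, Bdh1 (0.397) and Ogn (0.41) did not pass. In all, 1362 probes passed an unadjusted p of 0.025 in limma with ursolic acid, 663 higher and 699 lower, or 5.30% of the probes tested. With tomatidine 1380 probes passed, 579 higher and 801 lower (5.37%). Chance alone would give 642 probes at this threshold. The methods' t-test on the same values gave 1289 probes for ursolic acid (620 higher and 669 lower) and 1031 for tomatidine (416 higher and 615 lower), and a version without equal variances gave 1123 and 870.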

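Among the probes that passed, the largest change was a rise of Cyp2e1 with tomatidine. Cyp2e1 encodes a cytochrome P450 enzyme that is abundant in liver and is also made by adipocytes. Its signal was 8.81 ± 0.33 (SD, n = 5) in control mice, 9.30 ± 0.33 (SD, n = 6) with ursolic acid and 10.12 ± 0.92 (SD, n = 5) with tomatidine. The log2 change with tomatidine was 1.31 (SE 0.34, adjusted p = 0.237), a 2.47-fold rise that passed the unadjusted threshold and not the adjusted one. The 5 mice on tomatidine ranged from 9.02 to 11.08, and the lowest of them lay within the control range of 8.35 to 9.19. With ursolic acid the value was 0.49 (SE 0.33, adjusted p = 0.726), which did not pass. Ursolic acid minus tomatidine was -0.82 (95% interval -1.52 to -0.12), and this difference no longer passed without control mouse 1, 2, 3, 4 or 5, tomatidine mouse 3, 4 or 5 or ursolic acid mouse 1, 2, 3, 5 or 6 (adjusted p = 0.809 to 0.989). It did not pass either after centring on the median, with only the 2 groups compared, an intensity trend and robust estimates or array weights, by the methods' t-test or its form with unequal variances, or in the added fits with the slow-fibre covariate and without tomatidine mice 3 and 4 (adjusted p = 0.843 to 0.998). Angptl4, which encodes an inhibitor of lipoprotein lipase, rose by 0.87 (SE 0.27, adjusted p = 0.329) with tomatidine, and H19 by 0.87 (SE 0.15, adjusted p = 0.0688), to 11.31 ± 0.31 (SD) from 10.44 ± 0.21 (SD). A probe without a gene name rose by 0.88 (ILMN_2835423, SE 0.31, adjusted p = 0.403), which did not pass without control mouse 3 or 4 or tomatidine mouse 3, 4 or 5 (adjusted p = 0.527 to 0.628). By the methods' t-test neither this probe nor Angptl4 passed with tomatidine (adjusted p = 0.646), by its form with unequal variances neither these nor Cyp2e1 (0.734 to 0.75), and without tomatidine mice 3 and 4 neither this probe nor Angptl4 (0.735 to 0.759). Cyp2e1 is also 1 of 24 measured genes of a list of adipocyte markers, which was called higher with tomatidine (camera, adjusted p = 1.8e-05), with 8 members higher and 0 lower at an unadjusted p of 0.025, 8 adjusted over the list alone and 0 adjusted over all probes. That call was lost when the correlation was estimated (adjusted p = 0.355 with an estimated correlation). Among its members, Cidec and Adig, genes of fat storage and fat cell formation, rose by 0.49 (SE 0.12, adjusted p = 0.224) and 0.45 (SE 0.12, adjusted p = 0.236) with tomatidine. With ursolic acid the adipocyte list was called higher too (adjusted p = 0.0163, and adjusted p = 0.613 with an estimated correlation), with 2 members higher, 0 lower, and 0 adjusted over the list alone. The change of the list's mean per mouse was 0.19 (95% interval 0.04 to 0.33) with tomatidine and 0.07 (95% interval -0.06 to 0.21) with ursolic acid. Nearly all other changes were small. Among the probes at an unadjusted p of 0.025, the median size was 0.096 with ursolic acid (1.07-fold) and 0.109 with tomatidine (1.08-fold). 77 and 131 of these probes changed by more than 0.25, 7 and 8 by more than 0.5, and 0 and 1 by more than 1, the 1 being Cyp2e1. The largest change among these probes with ursolic acid was 1.58-fold. Of the same probes, 46.7% and 43.8% had a mean signal under 8.5, where sizes may be understated. The adipocyte call with ursolic acid ended without control mouse 1 (adjusted p = 0.118), 4 (0.0984) or 5 (0.101) or ursolic acid mouse 2 (0.0996), 4 (0.0696) or 6 (0.0679), while with tomatidine it held without any 1 mouse.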

The magnitude of these changes in mRNA levels was small with few changes greater than 2-fold. Remarkably, there was a strong correlation between the effects of ursolic acid and tomatidine: in most cases, if one compound was judged to have a statistically significant effect on a particular mRNA, then the other compound affected that mRNA in the same general direction (up or down) even if the effect was not judged to be statistically significant (Fig. 5, *A* and *B*). 

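Some genes moved by similar amounts with the 2 compounds, which differ in dose. Mgst1, a membrane-bound glutathione transferase, measured 10.37 ± 0.18 (SD, n = 5) in control mice, 10.83 ± 0.20 (SD, n = 6) with ursolic acid and 10.82 ± 0.16 (SD, n = 5) with tomatidine. Its log2 changes were 0.46 (SE 0.10, adjusted p = 0.195) and 0.45 (SE 0.11, adjusted p = 0.197), and another probe rose by 0.26 and 0.28. Ursolic acid minus tomatidine was 0.01 (95% interval -0.21 to 0.23). Acaa2, the thiolase that ends each round of mitochondrial fatty acid oxidation, rose with ursolic acid on 3 of its 4 probes, by 0.46, 0.45 and 0.39 (adjusted p = 0.299, 0.333 and 0.328). With tomatidine these gave 0.43, 0.34 and 0.38 (adjusted p = 0.329, 0.503 and 0.36), of which 0.34 did not pass, and the 4th probe gave 0.03 and 0.01. Kcnab1, a beta subunit of voltage-gated potassium channels, fell by 0.38 (adjusted p = 0.259) and 0.52 (adjusted p = 0.124). Another probe of it gave -0.33 and -0.42, and a dim one -0.01 and 0.01. Tiam1, an activator of Rac, changed by -0.37 (SE 0.13, adjusted p = 0.415) and -0.38 (SE 0.14, adjusted p = 0.413), and the tetraspanin Tspan8 by -0.39 (SE 0.11, adjusted p = 0.317) and -0.31 (SE 0.12, adjusted p = 0.443). Tiam1 did not pass with ursolic acid without control mouse 1, 2 or 4 or ursolic acid mouse 4 or 5 (adjusted p = 0.53 to 0.634). Over the 1362 probes at an unadjusted p of 0.025 for ursolic acid, 95.5% moved in the same direction with both compounds and the changes correlated across probes with r = 0.904 (r² 0.818, with a standard deviation of r of 0.053 when arrays were left out in turn). Over the 1380 probes for tomatidine the values were 94.7% and r = 0.873 (r² 0.763, standard deviation 0.094), and over all probes 70.2% and r = 0.671 (standard deviation 0.151). Probes are not independent replicates. 179 probes were higher and 313 lower with both compounds, against 14.9 and 21.8 for independent lists of these sizes, and 0 moved in opposite directions. Both comparisons use the same 5 control arrays. Unchanged groups simulated against shared controls gave mean r of 0.792, 0.784 and 0.488 for the 3 sets, and 18, 30 and 11 of 100 draws reached the observed r. The same draws gave 91.4%, 91.5% and 67.4% in the same direction and mean overlaps of 53.8 probes higher and 65.1 lower, where 1 and 0 of 100 draws were as large as observed. The covariance over all probes was 0.00210 against a simulated mean of 8.6e-04, a difference of 0.00123, and 1 of 100 draws was as large. With the controls split so that each compound had its own, the mean r over 20 splits fell to 0.571, 0.600 and 0.320, with 68.2%, 68.9% and 54.5% of probes in the same direction and a mean covariance of 0.00123. Each split left 2 or 3 controls per compound, so the fall does not measure what sharing adds. Split in the same way, unchanged groups gave a mean r of -0.013 over all probes, and 4 of 100 draws reached 0.320. Their mean covariance was -5.4e-05, and 2 of 100 draws were as large as observed. The other sets were not simulated with a split.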

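At an adjusted p of 0.1, the mRNAs that passed were mostly lowered. Bcap29, an endoplasmic reticulum membrane protein, was the 1 gene to pass with both compounds. Its signal was 10.61 ± 0.05 (SD, n = 5) in control mice, 10.42 ± 0.05 (SD, n = 6) with ursolic acid and 10.39 ± 0.04 (SD, n = 5) with tomatidine. It fell by 0.19 with ursolic acid (SE 0.03, adjusted p = 0.0678) and fell by 0.22 with tomatidine (SE 0.03, adjusted p = 0.0234), and another probe gave -0.13 and -0.12. Rpl28, a protein of the large ribosomal subunit, fell by 0.18 with ursolic acid (SE 0.03, adjusted p = 0.0678). With tomatidine it changed by -0.08 (SE 0.03, adjusted p = 0.412), at the unadjusted threshold, and ursolic acid minus tomatidine was -0.10 (95% interval -0.16 to -0.05). With tomatidine 7 probes rose and 18 fell. Pgd, an enzyme of the pentose phosphate pathway that makes NADPH, rose from 9.60 ± 0.09 to 9.95 ± 0.13 (SD), by 0.35 (SE 0.06, adjusted p = 0.0688), against a rise of 0.15 (adjusted p = 0.443) with ursolic acid. Ppp1r11, an inhibitor of protein phosphatase 1, rose by 0.20 (SE 0.03, adjusted p = 0.0431), Ak3, a mitochondrial adenylate kinase, by 0.17 (SE 0.03, adjusted p = 0.0688) on 1 of 2 probes (0.11 on the other), and Tm6sf1, a dim transmembrane gene, by 0.17 (SE 0.03, adjusted p = 0.086). H19, Tfrc and Ckmt2 were the other 3. Among the falls, Slc2a3, a glucose transporter, changed by -0.35 (SE 0.07, adjusted p = 0.0936), Arpp19, an inhibitor of protein phosphatase 2A, by -0.29 (SE 0.04, adjusted p = 0.0552), and Srp9, a subunit of the signal recognition particle, by -0.20 (SE 0.04, adjusted p = 0.0745), with -0.23, -0.21 and -0.20 with ursolic acid. The other large falls were 2810428I15Rik (-0.29), Bex4 (-0.28), Spag7 (-0.25), Htatsf1 (-0.22), Efcab14 (-0.22 on the brightest of its 5 probes, -0.13 to -0.0024 on the others) and Ino80c (-0.18 on the brightest of 4, -0.15 to -0.01 on the others), at adjusted p from 0.0688 to 0.0936. In all, 26 probes passed for either compound, 2 for ursolic acid and 25 for tomatidine, and 25 of the 26 moved in the same direction with both, at r = 0.951 (r² 0.904) across probes. The exception was Ak3. All 25 entries of the paper's supplemental Table 3 are the 25 probes that passed here for tomatidine, and 20 of these also had an unadjusted p of 0.025 or less for ursolic acid. At an adjusted p of 0.05, limma called 0 probes for ursolic acid and 3 for tomatidine, with 2317 and 2344 at an unadjusted p of 0.05. After Benjamini-Hochberg adjustment the methods' t-test called 0 and 0, with 2300 and 1941 at an unadjusted p of 0.05 and smallest adjusted p values of 0.296 and 0.138. Single mice moved the tomatidine count of 25, to 3, 13, 12, 10 and 73 without control mice 1 to 5, 168, 43, 0, 5 and 3 without tomatidine mice 1 to 5, and 14 and 6 without ursolic acid mice 2 and 3. The ursolic acid count of 2 became 6 without control mouse 3, 50 without control mouse 5, 8 without ursolic acid mouse 1 or 3, and 0 without control mouse 1 or 4, ursolic acid mouse 2, 4, 5 or 6 or any 1 of the tomatidine mice.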

When the data were subjected to an FDR analysis, mRNA probe signals that met a cutoff of FDR ≤ 0.1 (supplemental Table 3) constituted a subset of the mRNA probe signals that met the less stringent cutoff of *p* ≤ 0.025, and there remained a strong correlation between the effects of ursolic acid and tomatidine (*R*^2^ = 0.92; *p* < 0.0001). Thus, the antiatrophic effects of ursolic acid and tomatidine in aged skeletal muscle were associated with numerous small positive and negative changes in skeletal muscle mRNA expression, and there was a surprisingly high concordance between the effects of the two compounds.

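Ak3, a mitochondrial adenylate kinase, was lower with ursolic acid than with tomatidine. Gene lists of fibroblasts and extracellular matrix, of macrophages and of adipocytes were also called lower with ursolic acid, though none of these 3 calls held with the correlation estimated (adjusted p = 0.529, 0.538 and 0.726 with an estimated correlation). The doses of the compounds differ. Ak3 measured 9.83 ± 0.07 (SD, n = 5) in control mice, 9.79 ± 0.04 (SD, n = 6) with ursolic acid and 10.00 ± 0.03 (SD, n = 5) with tomatidine. The compounds differed by -0.21 (95% interval -0.27 to -0.15) at an adjusted p of 0.0259. Ints9, a subunit of the Integrator complex, was higher with ursolic acid than with tomatidine by 0.06 (SE 0.01, adjusted p = 0.0259) on 1 of 3 probes, all with mean signals under 8.5. Ugt1a10, near the lowest signals on the arrays, differed by -0.06 (SE 0.01, adjusted p = 0.0795). These were the 3 probes that differed between the compounds at an adjusted p of 0.1, and their number became 1 without tomatidine mouse 1 or 3, 5 without tomatidine mouse 2 and 0 without tomatidine mouse 4 or 5 or ursolic acid mouse 5. At an unadjusted p of 0.025, 756 probes differed (2.94%), 385 higher and 371 lower with ursolic acid, where chance gives 642. At this threshold, Angptl4 differed by -0.74 (SE 0.26, adjusted p = 0.78) and the adipocyte hormone Adipoq by -0.45 (SE 0.18, adjusted p = 0.835). Ucp3, an uncoupling protein of the inner mitochondrial membrane, differed by -0.45 (SE 0.13, adjusted p = 0.764), and by -0.32 on another probe. Ifi27l2a, an interferon-inducible gene, differed by -0.65 (SE 0.22, adjusted p = 0.78) and the carbonic anhydrase Car14 by -0.48 (SE 0.15, adjusted p = 0.764). Hp, which encodes haptoglobin, differed by -0.38, -0.40 and -0.60 on its 3 probes, which all passed. The unnamed probe ILMN_2759484 differed by -0.50. Higher with ursolic acid were Tmem100 (0.51), Tekt1 (0.34), Rbbp7 (0.22), H4c6 (0.21), Tmed4 (0.21, with 0.09, 0.12 and 0.08 on its other probes), Mllt3 (0.19), Tom1 (0.19) and Pik3ip1, an inhibitor of phosphoinositide 3-kinase (0.29). The RNA helicase Ddx5 was higher by 0.25 (SE 0.06, adjusted p = 0.764), with 0.01 on a dim probe. Of these genes, Angptl4 no longer passed without tomatidine mouse 3 or 4 (adjusted p = 0.904 to 0.989), Adipoq without control mouse 1 or 3, tomatidine mouse 1, 3, 4 or 5 or ursolic acid mouse 1, 3 or 5 (0.652 to 0.989), Ifi27l2a without tomatidine mouse 3 or 5 or ursolic acid mouse 1 or 3 (0.76 to 0.989), Hp on 1 probe without tomatidine mouse 3 or 4 (0.89 to 0.989) and ILMN_2759484 without tomatidine mouse 3, 4 or 5 or ursolic acid mouse 1, 2 or 6 (0.763 to 0.989). The same was so of Tmem100 without tomatidine mouse 2, 3, 4 or 5 or ursolic acid mouse 1, 2 or 5 (adjusted p = 0.76 to 0.989), Tekt1 without tomatidine mouse 3 (0.989), Rbbp7 without tomatidine mouse 2 or 3 (0.837 to 0.989), Tmed4 without tomatidine mouse 2 or 3 or ursolic acid mouse 2, 4 or 6 (0.822 to 0.989) and Tom1 without tomatidine mouse 2 or 3 or ursolic acid mouse 4 (0.837 to 0.989). By the methods' t-test Angptl4, Adipoq, Ifi27l2a, 1 Hp probe, Tmem100, Tekt1 and Mllt3 did not pass between the compounds (adjusted p = 0.866), and by its form with unequal variances neither did these or Ucp3, Car14, ILMN_2759484, Rbbp7, Tom1 and Pik3ip1 (0.959). Adipoq did not pass with an intensity trend and robust estimates (0.884) or array weights (0.856), nor Tmem100 with the slow-fibre covariate (0.825). Without tomatidine mice 3 and 4, Angptl4, Adipoq, Ucp3, Ifi27l2a, Car14, ILMN_2759484, 1 Hp probe, Tmem100, Tekt1, Tmed4, Mllt3 and Tom1 did not pass (0.998). Of the 45 gene lists, 7 were called different between the compounds, all lower with ursolic acid. Of 100 splits of the same arrays into groups of these sizes, the real one included, 15 called as many. The list of fibroblast and extracellular matrix genes had 0 of 23 measured members higher and 4 lower at an unadjusted p of 0.025, 2 of them adjusted over the list alone and 0 over all probes. Its adjusted p from camera was 7.4e-09. Col4a2, a basement membrane collagen, differed by -0.35 (SE 0.11, adjusted p = 0.764) and Pdgfra, a receptor of fibroblasts, by -0.23 (SE 0.08, adjusted p = 0.78). The macrophage list had 0 higher and 2 lower of 18 members (adjusted p = 2.6e-05), and the adipocyte list 0 higher and 4 lower of 24 (adjusted p = 0.021). Cytosolic ribosomal proteins had 0 higher and 6 lower of 59 (adjusted p = 4.1e-04) and heat shock proteins 0 and 2 of 21 (adjusted p = 0.0142). Oxidative stress defence and pentose phosphate had 0 and 3 of 21 (adjusted p = 0.0196), and senescence and inflammation 0 and 2 of 15 (adjusted p = 0.0461). Each of these 4 had adjusted p = 0.529 with an estimated correlation. In counts adjusted over the list alone, 0 macrophage, 1 adipocyte and 2 members of each of these 4 lists were lower, and over all probes 0. Tkt, the transketolase of the pentose phosphate pathway, differed by -0.22 (SE 0.04, adjusted p = 0.51), with -0.01 and -0.0047 on its dim probes, and the chaperone Fkbp4 by -0.11 (SE 0.03, adjusted p = 0.764). As the mean of the list on each array, the difference was -0.20 (95% interval -0.41 to 0.02) for matrix genes and -0.15 (95% interval -0.36 to 0.05) for macrophage genes. For matrix genes the tomatidine mice ran from -0.11 to 0.60 relative to the control mean, around a group mean of 0.16. Tomatidine mice 3 and 4 had macrophage means of 0.39 and 0.41 relative to the control mean. Without both of these mice, a check added after the values were seen, the matrix and macrophage lists were not called (adjusted p = 0.862 and 0.911). The other lists gave adjusted p = 0.0607 for ribosomal proteins, 0.731 for heat shock proteins, 0.168 for oxidative stress defence, 0.84 for senescence and 0.0292 for adipocytes, the 1 list still called. Of the 2250 probes at an unadjusted p of 0.025 for either compound, 330 differed between the compounds at the same threshold and 3 at an adjusted p of 0.1. Chance gives 56.2 for probes chosen without regard to these values. These probes were chosen by the same group means, which favours a difference between the compounds, so the excess over 56.2 is no evidence of one. Single mice also ended calls between the compounds. That of heat shock proteins ended without tomatidine mouse 3 (adjusted p = 0.358) or ursolic acid mouse 2 (0.0583), that of oxidative stress defence without tomatidine mouse 3 (0.0746) or 5 (0.0591) or ursolic acid mouse 1 (0.112) and that of adipocytes without tomatidine mouse 1 (0.163) or 5 (0.164) or ursolic acid mouse 1 (0.077), 3 (0.219) or 5 (0.0685). The senescence call ended without control mouse 1 (0.0512), 2 (0.0528) or 4 (0.0506), tomatidine mouse 2 (0.0946), 3 (0.221), 4 (0.183) or 5 (0.0591) or ursolic acid mouse 1 (0.137), 2 (0.129), 3 (0.0546), 5 (0.0564) or 6 (0.067). From the counts, the sizes and the correlation of these changes, the paper concludes that the antiatrophic effects went along with many small rises and falls in muscle mRNAs, and that the effects of the compounds were surprisingly concordant.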

**FIGURE 5.**
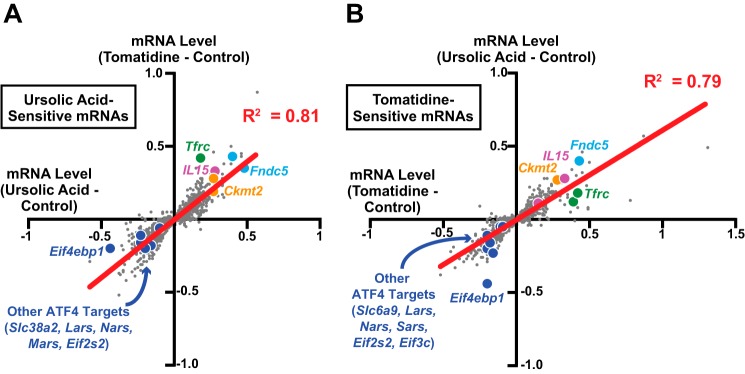
**The mRNA expression signatures of ursolic acid and tomatidine in aged skeletal muscle are highly similar and include repression of ATF4-dependent mRNAs.** *A* and *B*, data are from quadriceps muscles of 22-month-old C57BL/6 mice in Fig. 2 that were treated for 2 months with control diet, ursolic acid diet, or tomatidine diet. Quadriceps mRNA was analyzed with Mouse Ref-8 version 2.0 BeadChip arrays, which contain >25,000 probes to >19,000 mRNA transcripts. *n* = 5–6 arrays per condition. Effects of ursolic acid and tomatidine on individual probe signals were determined by normalizing log_2_ signals from ursolic acid-treated mice and tomatidine-treated mice, respectively, to log_2_ signals from control mice. Statistical significance was arbitrarily defined as *p* ≤ 0.025 by a two-tailed unpaired *t* test. *A*, scatter plot showing the effects of ursolic acid and tomatidine on the 1289 mRNA probes whose signals were significantly altered by ursolic acid. Some mRNAs of interest are highlighted. *B*, scatter plot showing the effects of tomatidine and ursolic acid on the 1031 mRNA probes whose signals were significantly altered by tomatidine. Some mRNAs of interest are highlighted.

##### Gene Set Enrichment Analysis Identifies ATF4 as a Transcription Factor Whose Activity Is Reduced by Ursolic Acid and Tomatidine in Aged Skeletal Muscle

Because ursolic acid and tomatidine had similar effects on skeletal muscle mRNA levels, we used gene set enrichment analysis (24) to search for basic cellular processes that might be stimulated or inhibited by ursolic acid and tomatidine in aged skeletal muscle. 

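Genes of the mitochondrial respiratory chain, of ATP synthase, of fatty acid oxidation and of fatty acyl-CoA synthesis were called higher as groups with both compounds. None of these 8 calls held with the correlation estimated (adjusted p = 0.0506 to 0.605 with an estimated correlation). Of 64 measured genes of respiratory electron transport, 12 were higher and 0 lower with ursolic acid at an unadjusted p of 0.025 (11 adjusted over the list alone, 0 over all probes). With tomatidine 7 were higher and 1 lower (4 and 0 adjusted over the list alone, 0 over all probes). The list was called higher with both (camera, adjusted p = 6.4e-05 and 6.7e-04), and neither call held with the correlation estimated (adjusted p = 0.547 and 0.499 with an estimated correlation). Ndufs6 and Ndufc2, subunits of complex I, rose with ursolic acid by 0.13 (SE 0.03, adjusted p = 0.232) and 0.16 (SE 0.04, adjusted p = 0.259). Cox8a, a subunit of cytochrome c oxidase, rose with tomatidine by 0.25 (SE 0.07, adjusted p = 0.237), and the complex I subunit Ndufa6 by 0.16 (SE 0.05, adjusted p = 0.289). Of the 16 genes of ATP synthase, 6 were higher with ursolic acid and 4 with tomatidine, and 0 lower in both. The counts adjusted over the list alone were the same, and over all probes 0. This list was called higher at adjusted p = 8.4e-05 and 0.00169, and had adjusted p = 0.121 and 0.233 with an estimated correlation. Atp5g1, a subunit of the membrane ring, rose by 0.16 and 0.16 (adjusted p = 0.232 and 0.237). Atp5j, a subunit of the stalk, rose by 0.15 (SE 0.03, adjusted p = 0.158) and 0.10 (SE 0.03, adjusted p = 0.259) on the brightest of its 3 probes, with 0.10 and 0.01 on the rest for ursolic acid. Of 26 genes of fatty acyl-CoA biosynthesis, 3 were higher and 0 lower with ursolic acid, and 7 higher and 0 lower with tomatidine. When adjusted over the list alone 1 and 9 were higher, and over all probes 0. The calls had adjusted p = 0.0163 and 6.8e-04, and adjusted p = 0.192 and 0.0506 with an estimated correlation. Of the 26 genes, 12 had a mean log2 signal of 8.5 or more in control mice. The list shares 3 genes with the adipocyte list, which was also called higher with both compounds. Whether fat tissue attached to the muscle adds to the rise of the fatty acyl-CoA list was not tested. With tomatidine Acaca, the acetyl-CoA carboxylase that starts fatty acid synthesis, rose by 0.37 (SE 0.09, adjusted p = 0.195) and Acly, which makes cytosolic acetyl-CoA, by 0.42 (SE 0.10, adjusted p = 0.221). At the unadjusted threshold both differed between the compounds, by -0.26 (SE 0.08, adjusted p = 0.764) and -0.34 (SE 0.10, adjusted p = 0.764). Acss2, an acetyl-CoA synthetase, rose with ursolic acid by 0.33 (SE 0.09, adjusted p = 0.263), with 0.03 on a dim probe. Of 23 genes of fatty acid oxidation, 5 were higher with ursolic acid and 3 with tomatidine, and 0 lower in both (4 and 1 higher adjusted over the list alone, 0 over all probes). The calls had adjusted p = 2.1e-04 and 0.0161, and adjusted p = 0.602 and 0.605 with an estimated correlation. Cpt2, which readies fatty acids for oxidation inside mitochondria, rose by 0.27 (SE 0.09, adjusted p = 0.389) and 0.27 (SE 0.10, adjusted p = 0.409). Decr1, an enzyme for unsaturated fatty acids, rose by 0.18 and 0.26 (adjusted p = 0.418 and 0.257). Markers of slow fibres and of endothelial cells moved with these lists. Slow-fibre genes were called higher with ursolic acid (adjusted p = 0.00288, and adjusted p = 0.602 with an estimated correlation), with 2 of 13 members higher and 0 adjusted over the list alone. They were not called with tomatidine (adjusted p = 0.216, 1 higher and 0 adjusted over the list alone), and the difference between the compounds was not called either (adjusted p = 0.139). Endothelial genes were called higher with both (adjusted p = 1.5e-04 and 0.00246, and adjusted p = 0.254 and 0.377 with an estimated correlation), with 4 and 2 of 19 members higher, also adjusted over the list alone. Eng, an endothelial receptor, rose by 0.25 and 0.31. The change of the list mean per mouse, with ursolic acid and with tomatidine, was 0.05 (95% interval -0.01 to 0.12) and 0.04 (95% interval -0.02 to 0.11) for respiratory electron transport, 0.06 (95% interval 0.01 to 0.12) and 0.05 (95% interval -0.01 to 0.11) for ATP synthase, 0.06 (95% interval 0.02 to 0.10) and 0.09 (95% interval 0.05 to 0.13) for fatty acyl-CoA synthesis, 0.13 (95% interval -0.03 to 0.29) and 0.10 (95% interval -0.06 to 0.27) for fatty acid oxidation and 0.29 (95% interval -0.12 to 0.71) and 0.09 (95% interval -0.34 to 0.52) for slow-fibre genes. As the list mean per mouse, ursolic acid minus tomatidine was 0.01 (95% interval -0.05 to 0.07) for respiratory electron transport and 0.01 (95% interval -0.04 to 0.07) for ATP synthase. It was -0.03 (95% interval -0.07 to 0.01) for fatty acyl-CoA synthesis and 0.03 (95% interval -0.13 to 0.19) for fatty acid oxidation, and none of the 4 lists was called different between the compounds. With the slow-fibre mean of each array as a covariate, added after the values were seen, the ursolic acid calls ended for respiratory electron transport (adjusted p = 0.139) and fatty acid oxidation (adjusted p = 0.427), as did the tomatidine call for fatty acid oxidation (adjusted p = 0.0632). The fatty acyl-CoA call with ursolic acid ended without control mouse 4 (adjusted p = 0.101), and the slow-fibre call without control mouse 1 (0.142) or 5 (0.107). With tomatidine slow-fibre genes were called higher without control mouse 2 (adjusted p = 0.0378) or 3 (0.0208) or tomatidine mouse 4 (0.00589). The fatty acid oxidation call with tomatidine ended without control mouse 1 (0.226) or 5 (0.33) or tomatidine mouse 1 (0.181), 3 (0.0563) or 5 (0.114).

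**Figure D1:**
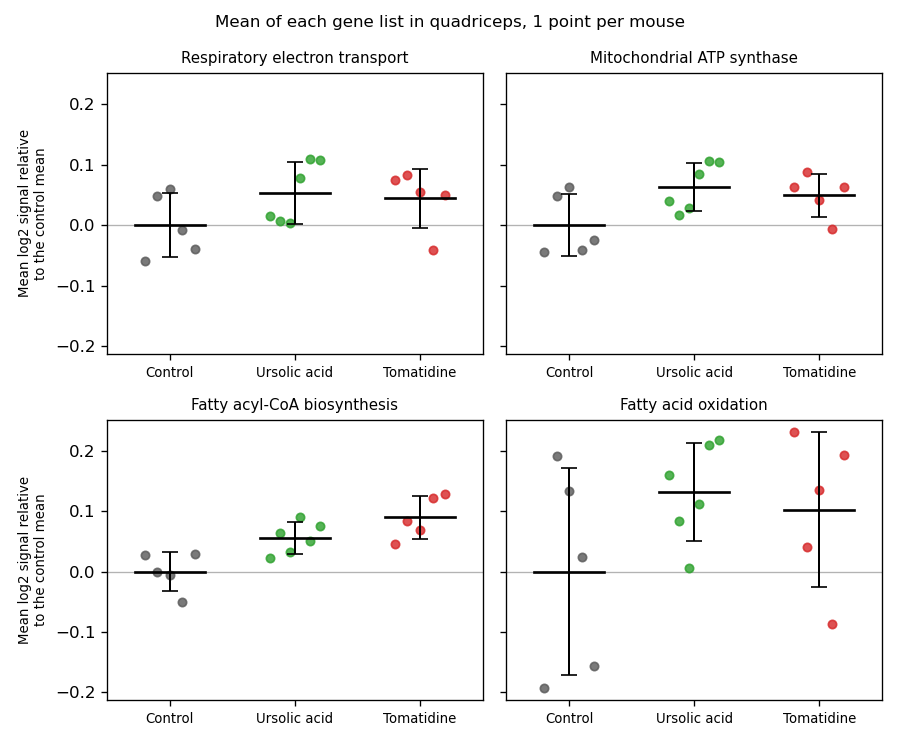
Mean log2 signal of 4 gene lists in each mouse relative to the control mean (y axis) for control, ursolic acid and tomatidine mice (x axis), with 1 point per mouse, a line at the group mean and bars of 1 SD. The means of respiratory electron transport ran from 0.003 to 0.11 with ursolic acid and from -0.04 to 0.08 with tomatidine, overlapping the control mice at -0.06 to 0.06, and those of fatty acyl-CoA biosynthesis with tomatidine ran from 0.05 to 0.13 against -0.05 to 0.03 in control mice. Of the 26 fatty acyl-CoA genes, 3 are also in the adipocyte list.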

We found that both compounds induced seven gene sets that promote either muscle contraction or mitochondrial bioenergetics (Fig. 6*A*). Consistent with the gene set enrichment analysis results, mRNA expression arrays and qPCR analysis showed that ursolic acid and tomatidine increased mRNAs encoding proteins involved in muscle growth and/or mitochondrial bioenergetics (*e.g.* transferrin receptor and mitochondrial creatine kinase, encoded by *Tfrc* and *Ckmt2*, respectively) as well as mRNAs encoding the contraction-induced transcripts *IL-15* and *Fndc5* (Figs. 5, *A* and *B*, and 6*C*).

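Tfrc, the transferrin receptor that takes iron into cells, rose with tomatidine. Its probe ILMN_2860804 measured 10.42 ± 0.07 (SD, n = 5) in control mice, 10.59 ± 0.11 (SD, n = 6) with ursolic acid and 10.83 ± 0.18 (SD, n = 5) with tomatidine. The log2 change with tomatidine was 0.42 (SE 0.07, adjusted p = 0.0688), and all 5 tomatidine mice lay above all 5 control mice. With ursolic acid it was 0.18 (SE 0.07, adjusted p = 0.473), just outside the unadjusted threshold. The other probe, ILMN_2619848, rose by 0.39 (SE 0.08, adjusted p = 0.117) with tomatidine and gave 0.12 (SE 0.07, adjusted p = 0.693) with ursolic acid. Between the compounds Tfrc differed on both probes, by -0.24 (95% interval -0.39 to -0.09) and -0.27 (95% interval -0.43 to -0.11), with adjusted p = 0.764 and 0.764. Ckmt2, the creatine kinase of muscle mitochondria, was among the brightest of the named genes. Probe ILMN_2817864 measured 14.08 ± 0.12 (SD, n = 5) in control mice, 14.34 ± 0.04 (SD, n = 6) with ursolic acid and 14.35 ± 0.05 (SD, n = 5) with tomatidine. It rose by 0.27 with ursolic acid (SE 0.04, adjusted p = 0.149) and by 0.28 (SE 0.05, adjusted p = 0.0688) with tomatidine. Probe ILMN_2698052 rose by 0.27 (SE 0.07, adjusted p = 0.229) and 0.19 (SE 0.07, adjusted p = 0.412), and the difference between the compounds was -0.01 (95% interval -0.10 to 0.09) and 0.08 (95% interval -0.05 to 0.22). Il15 encodes a cytokine made by muscle, and on ILMN_2610234 it measured 9.32 ± 0.18 (SD, n = 5) in control mice, 9.60 ± 0.13 (SD, n = 6) with ursolic acid and 9.65 ± 0.02 (SD, n = 5) with tomatidine. Its rises were 0.28 (SE 0.07, adjusted p = 0.259) and 0.33 (SE 0.08, adjusted p = 0.192), and the difference between the compounds was -0.05 (95% interval -0.20 to 0.11). The 2 other Il15 probes were dimmer. ILMN_2938704 gave 0.11 (SE 0.05, adjusted p = 0.587) with ursolic acid and rose by 0.15 (SE 0.06, adjusted p = 0.412) with tomatidine, and ILMN_1219869, with a mean near 8.10, gave -0.01 and 0.03. Fndc5, the precursor of the secreted peptide irisin, rose with both compounds on both probes. ILMN_3107467 measured 9.52 ± 0.26 (SD, n = 5) in control mice, 10.00 ± 0.16 (SD, n = 6) with ursolic acid and 9.86 ± 0.13 (SD, n = 5) with tomatidine. The changes were 0.48 (SE 0.11, adjusted p = 0.195) and 0.35 (SE 0.11, adjusted p = 0.346), and 0.40 (SE 0.12, adjusted p = 0.302) and 0.43 (SE 0.12, adjusted p = 0.266) on ILMN_3033753. Ursolic acid minus tomatidine was 0.14 (95% interval -0.09 to 0.36) and -0.03 (95% interval -0.28 to 0.22). Of the 4 genes, 3 passed an unadjusted p of 0.025 in limma on at least 1 probe with ursolic acid and 4 with tomatidine. At an adjusted p of 0.1, Tfrc and Ckmt2 passed with tomatidine and none passed with ursolic acid. Tfrc passed with ursolic acid on ILMN_2860804 without tomatidine mouse 1 or 5 or ursolic acid mouse 6 (adjusted p = 0.351 to 0.526). With tomatidine ILMN_2698052 of Ckmt2 did not pass without control mouse 1, 2 or 4 or tomatidine mouse 1, 3 or 5 (adjusted p = 0.39 to 0.64), nor ILMN_2938704 of Il15 without control mouse 1, 4 or 5 or tomatidine mouse 2, 3 or 5 (adjusted p = 0.401 to 0.65). That probe passed with ursolic acid without control mouse 2 or ursolic acid mouse 2 (adjusted p = 0.455 to 0.473). With tomatidine ILMN_3107467 of Fndc5 did not pass by the methods' t-test (adjusted p = 0.626), and ILMN_2698052 of Ckmt2 neither by it (0.671) nor with only the 2 groups compared (0.572). By the form with unequal variances these 2 probes, ILMN_3033753 of Fndc5 and ILMN_2938704 of Il15 did not pass with tomatidine (0.728 to 0.761), nor ILMN_3033753 with ursolic acid (0.568). Without tomatidine mice 3 and 4, left out after the values were seen, ILMN_2698052 and ILMN_2938704 did not pass (0.681 to 0.713) and ILMN_1219869 of Il15 did (0.493). Of their 9 probes, 8 were higher with ursolic acid and 9 with tomatidine. The study named these genes from these arrays, so their direction is not independent evidence.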

**FIGURE 6.**
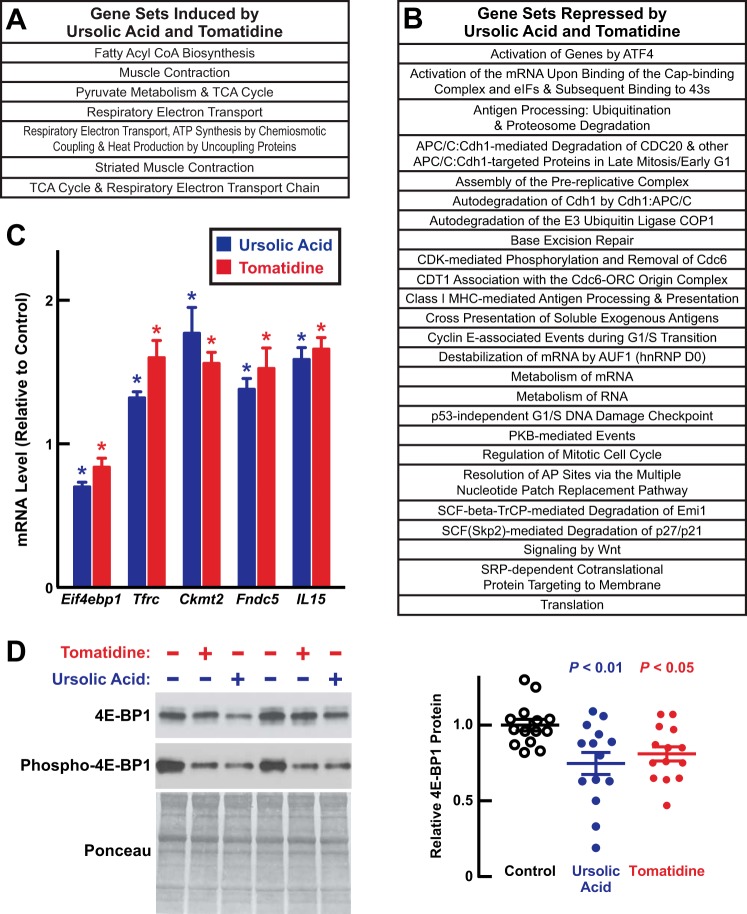
**Ursolic acid and tomatidine significantly induce or repress numerous gene sets in aged skeletal muscle, including repression of the gene set activation of genes by ATF4.** *A* and *B*, array data from Fig. 5 were subjected to gene set enrichment analysis. Statistical significance was defined as *p* < 0.05 and FDR < 0.25. *A*, reactome gene sets that were significantly induced in the quadriceps of both ursolic acid-treated mice and tomatidine-treated mice relative to control mice. *B*, reactome gene sets that were significantly repressed in the quadriceps of both ursolic acid-treated mice and tomatidine-treated mice relative to control mice. *C* and *D*, data are from quadriceps muscles of 22-month-old C57BL/6 mice in Fig. 2 that were treated for 2 months with control diet, ursolic acid diet, or tomatidine diet. *C*, levels of the indicated transcripts were assessed with qPCR. Data are means ± S.E. from five mice per condition. *D*, quadriceps protein extracts were subjected to immunoblot analysis with anti-4E-BP1 or anti-phospho-4E-BP1 antibodies. *Left*, representative immunoblots. Membranes were stained with Ponceau S to confirm equal loading. *Right*, quantification of total 4E-BP1. Each data point represents one mouse, and *horizontal bars* denote means ± S.E. In *C* and *D*, *p* values were determined with a one-way ANOVA with Dunnett's multiple comparison test. *, *p* ≤ 0.05. *TCA*, tricarboxylic acid; *hnRNP*, heterogeneous nuclear ribonucleoprotein; *CDK*, cyclin-dependent kinase; *APC/C*, *anaphase-promoting complex/cyclosome; SRP,* signal recognition particle; *ORC*, origin recognition complex; *AP*, *apurinic/apyrimidinic.*

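Genes of striated muscle contraction, of calcium release and of pyruvate metabolism and the TCA cycle were not called with either compound. The call here needs an adjusted p under 0.05, while the paper used a p under 0.05 and an FDR under 0.25 for its own sets. At the paper's thresholds, camera called the list of pyruvate metabolism and TCA cycle higher and that of calcium release lower with tomatidine. Of 31 measured genes of striated muscle contraction, 1 was higher and 3 lower with ursolic acid at an unadjusted p of 0.025, and 1 higher and 2 lower with tomatidine. Adjusted over the list alone the counts were 1 and 2, and 0 and 1. The test pointed down without a call (camera, adjusted p = 0.798 and 0.624). The median change was -0.0038 and -0.01, while the mean was 0.07 and 0.01. Actn2, the alpha-actinin of the Z disc, rose with ursolic acid by 0.34 (SE 0.11, adjusted p = 0.346). Mybpc2, Tnni2 and Myh4, genes of fast fibres, changed by -0.14, -0.11 and -0.26 (adjusted p = 0.328, 0.333 and 0.403). With tomatidine Myom1, a protein of the M band, changed by -0.26 (SE 0.07, adjusted p = 0.256) on its brightest probe and gave -0.13 on the other. Of 21 genes of calcium release, 1 was higher and 2 lower with ursolic acid, and 0 and 3 with tomatidine (adjusted p = 0.424 and 0.102). The median with ursolic acid was -0.05 and the mean 0.02. Adjusted over the list alone the counts were 0 and 0, and 0 and 2. Cacng1, a subunit of the muscle calcium channel, changed by -0.27 (SE 0.09, adjusted p = 0.4) and -0.34 (SE 0.10, adjusted p = 0.286), and Stac3, a protein of excitation-contraction coupling, by -0.20 (SE 0.06, adjusted p = 0.271) with tomatidine. Of 33 genes of pyruvate metabolism and the TCA cycle, 2 were higher with ursolic acid and 3 with tomatidine, and 0 lower (adjusted p = 0.226 and 0.0872). Of these, adjusted over the list alone, 0 and 2 were higher, and over all probes 0 in all 3 lists. Pdp2, a phosphatase that activates pyruvate dehydrogenase, rose by 0.30 (SE 0.10, adjusted p = 0.372) and 0.41 (SE 0.10, adjusted p = 0.236) on its brightest probe, with 0.03 and 0.01 on a dim one, and Pdk4, a kinase that inactivates it, rose with tomatidine by 0.86 (SE 0.29, adjusted p = 0.371). The list of pyruvate metabolism and TCA cycle genes was called higher with ursolic acid without control mouse 3 (adjusted p = 0.0373), and with tomatidine without control mouse 2 (0.0461) or 3 (0.0147) or tomatidine mouse 4 (0.00504). The list of calcium release and excitation-contraction coupling was called lower with tomatidine without control mouse 2 (0.0465) or tomatidine mouse 4 (0.0396).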

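Lists of translation initiation factors, RNA decay, splicing, DNA replication, base excision repair, Wnt signalling, antigen presentation and Akt and mTORC1 signalling were not called with either compound, and 0 of their members passed over all probes. At the paper's looser thresholds for sets, camera called translation initiation factors, RNA decay and base excision repair lower with tomatidine. Of 31 measured genes of translation initiation, 0 were higher and 3 lower with ursolic acid at an unadjusted p of 0.025 and 0 and 1 with tomatidine (camera, adjusted p = 0.209 and 0.0613). Adjusted over the list alone 2 and 1 were lower, and the study named 3 of these genes on these arrays. The list mean per mouse, relative to the control mean, was -0.037 with each compound. It ran from -0.063 to -0.005 with ursolic acid and from -0.047 to -0.025 with tomatidine, against -0.016 to 0.012 in control mice. Unlike camera, this mean does not compare the list with other genes. Eif5, a factor that acts at the start codon, changed by -0.14 (SE 0.05, adjusted p = 0.395) with ursolic acid on its brightest probe, with 0.00074 and 0.05 on the others. A list of 23 genes modelled on a gene set of ATF4 activation, mostly subunits of the RNA exosome, had 0 higher and 0 lower with ursolic acid and 0 and 1 with tomatidine (adjusted p = 0.498 and 0.624). Nfyc, a subunit of a CCAAT-binding factor, was the 1, at -0.12 (SE 0.03, adjusted p = 0.294). RNA exosome and mRNA decay had 0 higher and 2 lower of 30 with ursolic acid and 0 and 3 with tomatidine (adjusted p = 0.202 and 0.0885). Upf2, a factor of nonsense-mediated decay, changed by -0.22 (SE 0.06, adjusted p = 0.282) and -0.22 (SE 0.06, adjusted p = 0.279). Base excision repair had 2 higher and 1 lower of 31, and 1 and 2 (adjusted p = 0.667 and 0.0718). Ung, the uracil glycosylase, rose by 0.29 (SE 0.07, adjusted p = 0.232) and 0.27 (SE 0.07, adjusted p = 0.257) on its brightest probe. Its 3 dim probes lay between -0.02 and 0.06. Splicing had 4 higher and 2 lower of 49, and 2 and 3 (adjusted p = 0.999 and 0.34). DNA replication licensing had 1 and 2 of 31, and 1 and 0 (adjusted p = 0.782 and 0.146). Wnt signalling had 1 and 3 of 30, and 0 and 1 (adjusted p = 0.769 and 0.317). MHC class I antigen presentation had 0 and 0 of 17, and 0 and 1 (adjusted p = 0.836 and 0.459). Akt and mTORC1 signalling had 2 and 2 of 22, and 1 and 1 (adjusted p = 0.905 and 0.838). A mean log2 signal of 8.5 or more in control mice was reached by 8 Wnt, 8 DNA replication and 7 antigen presentation genes. It was reached by 16 genes of base excision repair, 16 of RNA decay, 23 of translation initiation, 37 of splicing and 14 of Akt and mTORC1 signalling. Changes of dim genes may be understated, so for lists of mostly dim genes the missing call is no evidence against a change. With p values adjusted over the list alone, 1 gene of RNA decay was lower with each compound, and the base excision repair counts stayed as given. Splicing had 1 lower with tomatidine, DNA replication 1 higher with tomatidine, Wnt signalling 2 lower with ursolic acid and antigen presentation 1 lower with tomatidine. Akt and mTORC1 signalling had 2 higher and 2 lower with ursolic acid and 1 higher with tomatidine. Median and mean differed in sign with ursolic acid for splicing (-0.01 and 0.01), antigen presentation (-0.00013 and 0.01), Wnt signalling (0.00055 and -0.02) and Akt and mTORC1 signalling (0.0021 and -0.03), and for antigen presentation with tomatidine (-0.01 and 0.01). Translation initiation factors were called lower with tomatidine without control mouse 2 (adjusted p = 0.0465), 3 (0.0269) or 4 (0.0494) or tomatidine mouse 3 (0.0286). RNA decay was called lower without control mouse 2 (0.0465) or tomatidine mouse 4 (0.0336), and base excision repair without control mouse 2 (0.0465) or 3 (0.0277) or tomatidine mouse 5 (0.0101), in both cases with tomatidine.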

We also used gene set enrichment analysis to search for gene sets that were repressed by ursolic acid and tomatidine. 

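Genes of the proteasome, which degrades ubiquitinated proteins, and of the cytosolic aminoacyl-tRNA synthetases, which load tRNAs with amino acids, were called lower as groups with both compounds. Genes of cytosolic ribosomes and of the signal recognition particle were called lower with ursolic acid. Of these 6 calls only that of the proteasome with tomatidine held with the correlation estimated (adjusted p = 0.00785 for it, and 0.101 to 0.28 for the others, with an estimated correlation). Known targets of ATF4 were not called with either compound at an adjusted p under 0.05. This list is not the paper's ATF4 gene set, and the paper called its sets at a p under 0.05 and an FDR under 0.25. At those thresholds camera called this list lower with ursolic acid (adjusted p = 0.0577) and not with tomatidine. Of 37 measured proteasome genes, 1 was higher and 4 lower with ursolic acid at an unadjusted p of 0.025 (1 and 3 adjusted over the list alone). With tomatidine 0 were higher and 7 lower (0 and 4), and 0 passed over all probes. The list had adjusted p = 0.00343 and 6.5e-06 (camera). The tomatidine call held with the correlation estimated and the ursolic acid call did not (adjusted p = 0.00785 and 0.121 with an estimated correlation). Psmd8, a subunit of the regulatory particle, fell by 0.22 with ursolic acid (adjusted p = 0.318) and fell by 0.31 with tomatidine (adjusted p = 0.137). Psma2, a subunit of the core, rose with ursolic acid by 0.11 (SE 0.04, adjusted p = 0.341). Psmb7, a catalytic subunit, changed by -0.22 with tomatidine (adjusted p = 0.203) on the brightest of its 3 probes, with 0.03 and -0.03 on the rest. Of 22 genes of the aminoacyl-tRNA synthetases, 2 were lower with ursolic acid and 3 with tomatidine, and 0 higher. The counts adjusted over the list alone were the same, and over all probes 0. The study named 4 of these genes on these arrays, so the list is not independent evidence of its direction. The calls had adjusted p = 0.0285 and 0.00141, and adjusted p = 0.254 and 0.101 with an estimated correlation. Lars and Nars, for leucine and asparagine, were the 2 with ursolic acid, and Aimp1, a scaffold of the synthetase complex, joined them with tomatidine at -0.18 (SE 0.05, adjusted p = 0.31). Of 59 genes of cytosolic ribosomal proteins, 8 were lower and 0 higher with ursolic acid, 8 adjusted over the list alone and 1 over all probes, which was Rpl28. The call had adjusted p = 1.6e-04, and adjusted p = 0.28 with an estimated correlation. Rpl5 and Rpl12, of the large subunit, changed by -0.29 and -0.21 (adjusted p = 0.236 and 0.249). With tomatidine 3 ribosomal genes were lower and 0 higher (1 adjusted over the list alone) without a call (adjusted p = 0.573). Of 24 genes of the signal recognition particle and translocon, which guide secreted proteins into the endoplasmic reticulum, 5 were lower and 0 higher with ursolic acid (5 adjusted over the list alone, 0 over all probes). The call had adjusted p = 0.00432, and adjusted p = 0.206 with an estimated correlation. Ssr3, a subunit of the translocon-associated complex, changed by -0.24 (SE 0.07, adjusted p = 0.274). With tomatidine 4 of these were lower (4 adjusted over the list alone, 1 over all probes, which was Srp9) without a call (adjusted p = 0.0704). The difference between the compounds was not called (adjusted p = 0.498). The list of known ATF4 target genes had 48 measured members, of which 24 had a mean log2 signal of 8.5 or more in control mice. With ursolic acid 1 was higher and 4 lower (0 and 4 adjusted over the list alone), with tomatidine 0 and 3 (0 and 2), and 0 passed over all probes. The study named 8 of these genes on these arrays. It was not called (adjusted p = 0.0577 and 0.208, and adjusted p = 0.254 and 0.446 with an estimated correlation). The change of its mean per mouse was -0.02 (95% interval -0.06 to 0.02) and -0.00095 (95% interval -0.04 to 0.04). Eif4ebp1, Lars, Nars and Eif2s2 were the 4 lower with ursolic acid, and Lars, Nars and Slc6a9 the 3 with tomatidine. Atf5, a transcription factor, rose with ursolic acid by 0.25 (SE 0.09, adjusted p = 0.407). Atf4 itself gave -0.07 and -0.0011 (adjusted p = 0.837 and 0.999), and -0.20 and -0.08 on another probe. Gadd45a, an ATF4 target with a part in atrophy, gave 0.70 (SE 0.30, adjusted p = 0.496) and 0.69 (SE 0.31, adjusted p = 0.534), neither of which passed, with 0.35 and 0.45 on another probe. Tomatidine mouse 1 was lowest at 9.76, and Gadd45a passed with tomatidine without control mouse 5 or tomatidine mouse 1 (adjusted p = 0.138 to 0.327) and with ursolic acid without control mouse 5, tomatidine mouse 1 or ursolic acid mouse 1 (adjusted p = 0.324 to 0.426). The other probe passed with tomatidine without tomatidine mouse 1 (adjusted p = 0.154). With ursolic acid Gadd45a passed with only the 2 groups compared (adjusted p = 0.394), and with the slow-fibre covariate both probes passed with ursolic acid (0.161 and 0.294) and with tomatidine (0.259 and 0.337). For the lists called with both compounds, ursolic acid minus tomatidine was 0.02 (95% interval -0.0012 to 0.05) for the proteasome and 0.01 (95% interval -0.02 to 0.04) for the synthetases, and neither was called (adjusted p = 0.0561 and 0.329), though the proteasome was without control mouse 5 (0.0458) or ursolic acid mouse 2 (0.0139). The synthetase call with ursolic acid ended without control mouse 1 (adjusted p = 0.128), 4 (0.0844) or 5 (0.107) or ursolic acid mouse 4 (0.0677) or 6 (0.0679), and that of the signal recognition particle without control mouse 5 (0.107). With tomatidine the signal recognition particle was called lower without control mouse 2 (adjusted p = 0.0115) or 3 (0.0317). With the slow-fibre mean as a covariate, added after the values were seen, the ursolic acid calls ended for the synthetases (0.308), the signal recognition particle (0.1) and the proteasome (0.1). ATF4 targets were called lower with ursolic acid without control mouse 1 (adjusted p = 0.0484) or 3 (0.0405), tomatidine mouse 4 (0.0488) or ursolic acid mouse 1 (0.0272), 3 (0.0285) or 5 (0.0304).

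**Figure D2:**
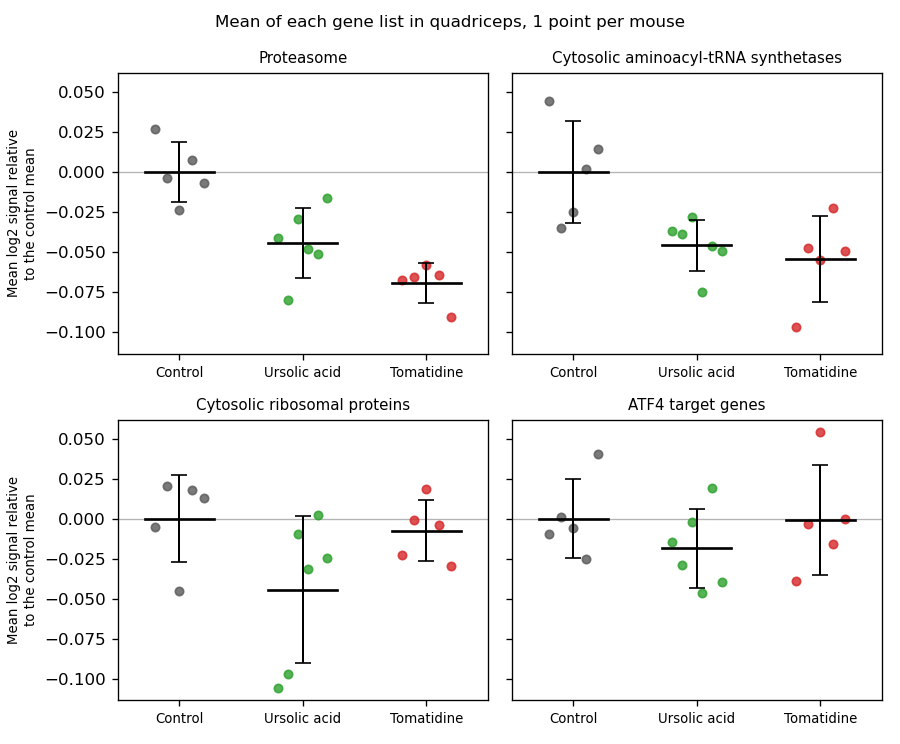
Mean log2 signal of 4 gene lists in each mouse relative to the control mean (y axis) for control, ursolic acid and tomatidine mice (x axis), with 1 point per mouse, a line at the group mean and bars of 1 SD. The proteasome means with tomatidine ran from -0.09 to -0.06 against -0.02 to 0.03 in control mice, and those of ATF4 target genes from -0.05 to 0.02 with ursolic acid and -0.04 to 0.05 with tomatidine against -0.03 to 0.04.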

Altogether, we found that both compounds repressed 25 gene sets that represent a diverse range of cellular functions, including “activation of genes by ATF4” (Fig. 6*B*). ATF4 is a bZIP transcription factor subunit that mediates a variety of cellular stress responses (25, 26). The potential role of ATF4 in age-related muscle atrophy had not been investigated.

All of the gene sets influenced by ursolic acid and tomatidine (Fig. 6, *A* and *B*) represent potentially important processes in age-related muscle atrophy. However, we chose to focus on the activation of genes by ATF4 set for three reasons. First, we wished to identify a cellular process that actively drives age-related muscle atrophy, and we reasoned that such a process would most likely be found within the gene sets that were repressed by ursolic acid and tomatidine. Second, ATF4 is known to be required for some, but not all, forms of acute muscle atrophy (14, 15, 18, 27). Although endogenous ATF4 protein cannot be reliably detected in skeletal muscle (presumably due to its low abundance, very short half-life, and the absence of high quality antibodies), targeted knock-out of the *Atf4* gene in skeletal muscle fibers partially prevents acute muscle atrophy during fasting and limb immobilization (14, 15, 18). Conversely, forced expression of ATF4 is sufficient to induce atrophy of skeletal muscle fibers *in vivo* and skeletal myotubes *in vitro* (14, 15).

Third, a variety of impairments in skeletal muscle protein synthesis have been implicated as important contributing factors in age-related muscle atrophy (2, 28, 29), and we hypothesized that ATF4-mediated gene expression might have a capacity to reduce protein synthesis in skeletal muscle. This hypothesis was based on the finding that ursolic acid and tomatidine repressed several mRNAs that encode proteins that can potentially influence global protein synthesis, including *Eif4ebp1*, *Eif2s2*, and *Eif3c* (which encode proteins that regulate translation initiation); *Slc6a9* and *Slc38a2* (which encode amino acid transporters); and *Lars*, *Nars*, *Mars*, and *Sars* (which encode aminoacyl-tRNA synthetases) (Fig. 5, *A* and *B*). All of these transcripts arise from established ATF4 target genes (30), and *Eif4ebp1* in particular encodes a well established inhibitor of global protein synthesis, 4E-BP1. qPCR analysis confirmed that ursolic acid and tomatidine reduced *Eif4ebp1* mRNA in aged skeletal muscle (Fig. 6*C*), and importantly, the reduction in *Eif4ebp1* mRNA was accompanied by a reduction in 4E-BP1 protein (Fig. 6*D*). 

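Eif4ebp1, which encodes the translation inhibitor 4E-BP1, showed the largest fall of these genes. Probe ILMN_2670398 measured 10.63 ± 0.14 (SD, n = 5) in control mice, 10.19 ± 0.20 (SD, n = 6) with ursolic acid and 10.43 ± 0.07 (SD, n = 5) with tomatidine. The log2 change was -0.44 (SE 0.09, adjusted p = 0.171) with ursolic acid and -0.20 (SE 0.09, adjusted p = 0.529) with tomatidine, where the unadjusted threshold was not reached. The compounds differed by -0.24 (95% interval -0.42 to -0.05), which passed it (adjusted p = 0.78). Eif2s2, a subunit of initiation factor eIF2, measured 11.31 ± 0.09 (SD, n = 5) in control mice, 11.08 ± 0.15 (SD, n = 6) with ursolic acid and 11.15 ± 0.08 (SD, n = 5) with tomatidine on ILMN_1256795. It changed by -0.23 (SE 0.07, adjusted p = 0.32) with ursolic acid and gave -0.16 (SE 0.07, adjusted p = 0.503) with tomatidine, and ILMN_2774435 gave -0.12 (SE 0.06, adjusted p = 0.576) and -0.14 (SE 0.06, adjusted p = 0.52). Eif3c, a subunit of initiation factor eIF3 (ILMN_2615741), was 9.32 ± 0.12 (SD, n = 5) in control mice, 9.22 ± 0.04 (SD, n = 6) with ursolic acid and 9.12 ± 0.08 (SD, n = 5) with tomatidine. It fell by 0.20 with tomatidine (SE 0.05, adjusted p = 0.229), and gave -0.11 (SE 0.05, adjusted p = 0.526) with ursolic acid. Lars and Nars fell with both compounds. Lars, the leucyl-tRNA synthetase (ILMN_2899591), was 9.34 ± 0.06 (SD, n = 5) in control mice, 9.18 ± 0.07 (SD, n = 6) with ursolic acid and 9.16 ± 0.05 (SD, n = 5) with tomatidine. Its changes were -0.16 (SE 0.04, adjusted p = 0.195) and -0.18 (SE 0.04, adjusted p = 0.124), and those of Nars (ILMN_1227163), for asparagine, -0.20 (SE 0.05, adjusted p = 0.236) and -0.20 (SE 0.05, adjusted p = 0.236). Ursolic acid minus tomatidine was 0.02 (95% interval -0.06 to 0.09) for Lars and -0.00069 (95% interval -0.11 to 0.10) for Nars. Mars, the methionyl-tRNA synthetase, is listed on the platform as Mars1. Its dimmer probe ILMN_2828687 fell by 0.10 with ursolic acid (SE 0.03, adjusted p = 0.249) and gave -0.06 (SE 0.03, adjusted p = 0.543) with tomatidine, and ILMN_2534090 gave -0.14 (SE 0.07, adjusted p = 0.611) and -0.11 (SE 0.08, adjusted p = 0.742). Sars, the seryl-tRNA synthetase, fell by 0.11 with tomatidine on ILMN_2712900 (SE 0.03, adjusted p = 0.271), with -0.05 (SE 0.03, adjusted p = 0.668) for ursolic acid, while the brighter ILMN_2871412 gave -0.05 (SE 0.05, adjusted p = 0.858) and -0.04 (SE 0.05, adjusted p = 0.874). Slc6a9, a glycine transporter (ILMN_2667384), fell by 0.10 with tomatidine (SE 0.04, adjusted p = 0.376) and gave -0.05 (SE 0.03, adjusted p = 0.705) with ursolic acid. Slc38a2, a transporter of neutral amino acids, did not pass on any of its 3 probes. The brightest, ILMN_1244123, gave -0.15 (SE 0.17, adjusted p = 0.866) and 0.11 (SE 0.18, adjusted p = 0.913), ILMN_2955671 gave -0.23 (SE 0.11, adjusted p = 0.561) and -0.11 (SE 0.11, adjusted p = 0.844), and the dim ILMN_2721692 0.01 and 0.02. Of the 9 genes, 5 passed an unadjusted p of 0.025 in limma on at least 1 probe with ursolic acid, 5 with tomatidine, 2 with both and 8 with either, and none passed an adjusted p of 0.1. Of their 14 probes, 13 were lower with ursolic acid and 12 with tomatidine. By the methods' t-test 6 genes passed with ursolic acid and 7 with tomatidine. The study named these genes from these arrays, so their direction is not independent evidence. Slc6a9 did not pass with tomatidine without control mouse 2 or tomatidine mouse 1 or 4 (adjusted p = 0.377 to 0.567), and neither it nor ILMN_2712900 of Sars did without tomatidine mice 3 and 4, left out after the values were seen (adjusted p = 0.673 to 0.681). Eif4ebp1 passed with tomatidine without control mouse 1 or ursolic acid mouse 6 (adjusted p = 0.473 to 0.552), and with ursolic acid Eif3c passed without control mouse 4 (adjusted p = 0.462) and Slc6a9 without ursolic acid mouse 1 (adjusted p = 0.368). Eif2s2 passed with tomatidine without control mouse 1, tomatidine mouse 1 or ursolic acid mouse 1 or 5 (adjusted p = 0.357 to 0.588), and Mars1 without control mouse 4 or tomatidine mouse 1 (adjusted p = 0.201 to 0.556) on ILMN_2828687. On ILMN_2774435 Eif2s2 passed with ursolic acid without ursolic acid mouse 3 (adjusted p = 0.436) and with tomatidine without control mouse 3 or tomatidine mouse 1 (adjusted p = 0.251 to 0.479). ILMN_2534090 of Mars1 passed with ursolic acid and with tomatidine without control mouse 5 (adjusted p = 0.262 and 0.359). Other synthetase genes of the ATF4 pathway gave small values. Iars gave -0.06 and -0.07 on its brightest probe, with -0.08 and -0.05, 0.02 and 0.03, and 0.01 and 0.02 on the others, Aars 0.0032 and -0.06, and Gars 0.06 and 0.04. The 0.03 with tomatidine, on a dim Iars probe, passed (adjusted p = 0.446), though not without control mouse 1, 2 or 3, tomatidine mouse 2, 4 or 5 or ursolic acid mouse 1, 2, 3 or 5 (adjusted p = 0.479 to 0.648), with only the 2 groups compared (0.613) or by the methods' t-test (0.649), and another dim Iars probe passed without control mouse 1 (adjusted p = 0.563). Aars passed with tomatidine without tomatidine mouse 3 (adjusted p = 0.402), where mouse 3 was the highest of its group, and Gars passed with ursolic acid and with tomatidine without tomatidine mouse 1 (adjusted p = 0.416 and 0.243), where mouse 1 was the lowest.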

Ursolic acid and tomatidine did not alter the level of mTORC1-mediated 4E-BP1 phosphorylation (inactivation), consistent with the finding that the compounds did not alter mTORC1-mediated S6 kinase phosphorylation. These data suggested that ursolic acid and tomatidine reduced the level of active (unphosphorylated) 4E-BP1 and perhaps other inhibitors of protein synthesis. Together, these considerations led us to focus on ATF4 as a potential negative regulator of skeletal muscle protein synthesis and a potentially important driver of age-related skeletal muscle atrophy.

##### ATF4 Reduces Skeletal Muscle Protein Synthesis

To begin to investigate the potential effect of ATF4 on skeletal muscle protein synthesis, we overexpressed ATF4 in skeletal muscle fibers of young adult (2-month-old) mice (Fig. 7*A*). As expected, ATF4 increased *Eif4ebp1* mRNA (Fig. 7*B*) and 4E-BP1 protein (Fig. 7*A*). To determine the effect of ATF4 on muscle protein synthesis, we used the SUnSET method, which assesses *in vivo* incorporation of low dose puromycin into elongating polypeptide chains (16). We found that ATF4 significantly reduced the incorporation of puromycin into total skeletal muscle protein (Fig. 7*C*), indicating a reduction in global protein synthesis. Thus, increased ATF4 expression is sufficient to reduce protein synthesis in skeletal muscle.

**FIGURE 7.**
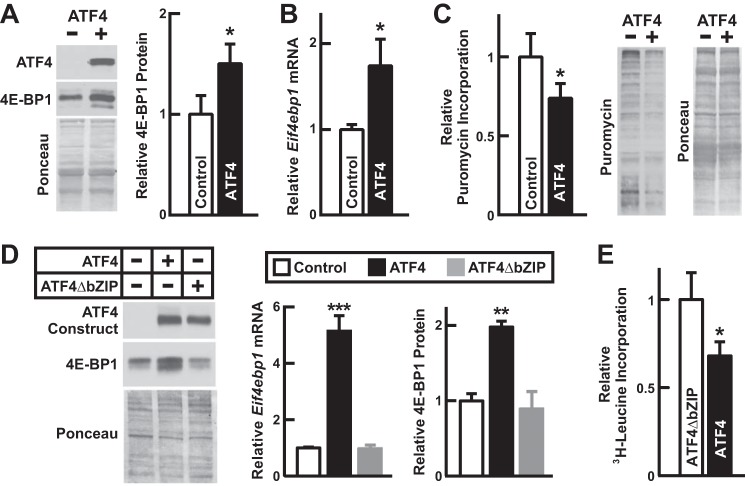
**ATF4 reduces skeletal muscle protein synthesis.** *A–C*, we used 2-month-old male C57BL/6 mice and transfected one tibialis anterior muscle with 20 μg of empty plasmid (pcDNA3; control) and the contralateral tibialis anterior with 20 μg of pcDNA3 encoding FLAG-tagged ATF4 (p-ATF4-FLAG). *A* and *B*, bilateral tibialis anterior muscles were harvested 3 days post-transfection. *A*, tibialis anterior protein extracts were subjected to immunoblot analysis using anti-FLAG and anti-4E-BP1 antibodies. *Left*, representative immunoblots and Ponceau S stains. *Right*, quantification of 4E-BP1. Data are means ± S.E. from nine mice. *B*, qPCR analysis of *Eif4ebp1* mRNA. Data are means ± S.E. from four mice. *C*, skeletal muscle protein synthesis was assessed by administering intraperitoneal injections of puromycin 3 days post-transfection, harvesting bilateral tibialis anterior muscles 30 min later, and then subjecting tibialis anterior protein extracts to immunoblot analysis with an anti-puromycin antibody. *Left*, quantification of incorporated puromycin. Data are means ± S.E. from five mice. *Right*, representative immunoblot and Ponceau S stain. *D*, fully differentiated C2C12 myotubes were infected for 48 h with recombinant adenoviruses expressing GFP alone (control), GFP plus FLAG-tagged ATF4, or GFP plus a full-length, transcriptionally inactive FLAG-tagged ATF4 construct (ATF4ΔbZIP). *Left*, representative anti-FLAG and anti-4E-BP1 immunoblots and Ponceau S stains. *Middle*, qPCR analysis of *Eif4ebp1* mRNA. Data are means ± S.E. from six replicates/condition. *Right*, quantification of 4E-BP1. Data are means ± S.E. from four replicates/condition. *E*, myotube protein synthesis was assessed by infecting C2C12 myotubes for 48 h with recombinant adenoviruses expressing GFP plus ATF4ΔbZIP or GFP plus FLAG-tagged ATF4 and then measuring [^3^H]leucine incorporation into total cellular protein. Data are means ± S.E. from five experiments. In *A–E*, *p* values were determined with *t* tests (*A–C* and *E*) or a one-way ANOVA with Dunnett's multiple comparison test (*D*). *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001. *Error bars* denote means ± S.E.

As a complementary system for investigating the effect of increased ATF4 expression, we used a recombinant adenovirus to overexpress ATF4 in cultured C2C12 myotubes, an *in vitro* model of skeletal muscle (Fig. 7*D*). In this system, we compared wild-type ATF4 with a transcriptionally inactive ATF4 construct that contains seven point mutations in the bZIP domain (ATF4ΔbZIP; Fig. 7*D*). Similar to its effects in skeletal muscle *in vivo*, ATF4 increased *Eif4ebp1* mRNA and 4E-BP1 protein in cultured skeletal myotubes (Fig. 7*D*). In contrast, the transcriptionally inactive ATF4ΔbZIP construct did not increase either *Eif4ebp1* mRNA or 4E-BP1 protein (Fig. 7*D*). We then assessed global protein synthesis with a traditional metabolic labeling method and found that ATF4 significantly decreased protein synthesis relative to ATF4ΔbZIP (Fig. 7*E*). These data suggest that ATF4-dependent gene expression leads to a reduction in skeletal muscle protein synthesis.

##### Targeted Reduction in Skeletal Muscle ATF4 Expression Increases Protein Synthesis in Aged Skeletal Muscle and Reduces Age-related Muscle Weakness and Atrophy

To determine whether a reduction in ATF4 expression might increase protein synthesis in aged skeletal muscle, we studied 22-month-old ATF4 mKO mice. These mice carry two copies of a floxed *Atf4* allele as well as the muscle creatine kinase (*MCK*)*-Cre* transgene, which excises the floxed *Atf4* alleles in skeletal muscle fibers and heart (14, 18, 31, 32). We compared the ATF4 mKO mice with littermate control mice, which also carry two copies of the floxed *Atf4* allele but lack the *MCK-Cre* transgene. Importantly, ATF4 mKO mice undergo normal muscle development and are phenotypically normal under basal conditions as young adults (14, 18).

Fig. 8*A* shows the 20 mRNA transcripts whose levels were most reduced in 22-month old ATF4 mKO quadriceps relative to quadriceps from 22-month old littermate controls (the complete list is shown in supplemental Tables 4 and 5). As expected, the largest reduction was in *Atf4* mRNA (Fig. 8*A*), and this was accompanied by modest reductions in multiple mRNAs that encode regulators of protein synthesis, including *Eif4ebp1* (Fig. 8*A*). The reduction in *Eif4ebp1* mRNA was associated with a reduction in 4E-BP1 protein (Fig. 8*B*). Aged ATF4 mKO muscles did not contain a reduced level of *Gadd45a* mRNA, which mediates acute atrophic effects of ATF4 during fasting and limb immobilization (14) but is also known to be controlled by an ATF4-independent mechanism (27). We used the SUnSET method to assess quadriceps protein synthesis in 22-month-old control and ATF4 mKO mice. Relative to control muscles, ATF4 mKO muscles had a significantly higher level of puromycin incorporation into total muscle protein (Fig. 8*C*). Thus, a targeted reduction in skeletal muscle ATF4 expression increases global protein synthesis in aged skeletal muscle.

**FIGURE 8.**
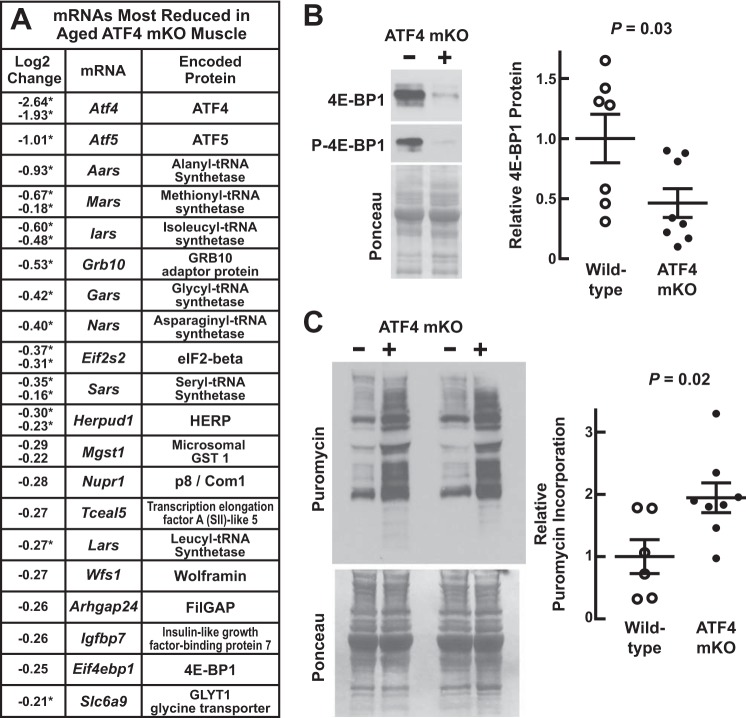
**Targeted reduction of ATF4 expression in aged skeletal muscle increases muscle protein synthesis.** *A–C*, we compared weight-matched cohorts of 22-month-old male ATF4 mKO mice (*i.e. ATF4*(*L*/*L*);*MCK-Cre*(*Tg*/*0*) mice) and *ATF4*(*L*/*L*);*MCK-Cre*(*0*/*0*) littermate control mice. *A*, quadriceps mRNA was analyzed with Mouse Ref-8 version 2.0 BeadChip arrays. *n* = 8 arrays per genotype. Effects of ATF4 mKO on individual probe signals were determined by normalizing log_2_ signals from ATF4 mKO mice to log_2_ signals from control mice. Statistical significance was arbitrarily defined as *p* ≤ 0.025. The data show the 20 mRNAs whose levels were most reduced in ATF4 mKO muscle relative to control muscle; some mRNAs have two log_2_ changes because they were represented by two probes on the array. *Asterisks* indicate probes that were also considered significantly reduced by FDR analysis (*i.e.* FDR ≤ 0.1). *B*, quadriceps protein extracts were subjected to immunoblot analysis with anti-4E-BP1 and anti-phospho-4E-BP1. *Left*, representative immunoblots and Ponceau S stains. *Right*, quantification of total 4E-BP1. Each data point represents one mouse, and *horizontal bars* denote means ± S.E. *C*, skeletal muscle protein synthesis was assessed by administering intraperitoneal injections of puromycin, harvesting the quadriceps muscles 30 min later, and then subjecting quadriceps protein extracts to immunoblot analysis with an anti-puromycin antibody. *Left*, representative immunoblot and Ponceau S stain. *Right*, quantification of incorporated puromycin. Each data point represents one mouse, and *horizontal bars* denote means ± S.E. In *B* and *C*, *p* values were determined with *t* tests. *FilGAP*, *filamin A-binding GTPase-activating protein.*

We next asked whether ATF4 mKO mice might be resistant to age-related muscle weakness and atrophy. At 22 months of age, there was no difference in total body weight between ATF4 mKO mice and littermate controls (total body weights were 39.3 ± 1.4 g in control mice and 38.1 ± 2.1 g in ATF4 mKO mice; *p* = 0.45). However, ATF4 mKO mice possessed significantly larger skeletal muscles (increased by 8 ± 2%; Fig. 9*A*). The weights of heart, liver, and fat pads were not significantly changed; in control and ATF4 mKO mice, heart weights were 162 ± 6 and 161 ± 4 mg, respectively (*p* = 0.46); liver weights were 1755 ± 99 and 1694 ± 71 mg, respectively (*p* = 0.31); epididymal fat pad weights were 1414 ± 219 and 1402 ± 183 mg, respectively (*p* = 0.48); and retroperitoneal fat pad weights were 612 ± 130 and 533 ± 71 mg, respectively (*p* = 0.30).

**FIGURE 9.**
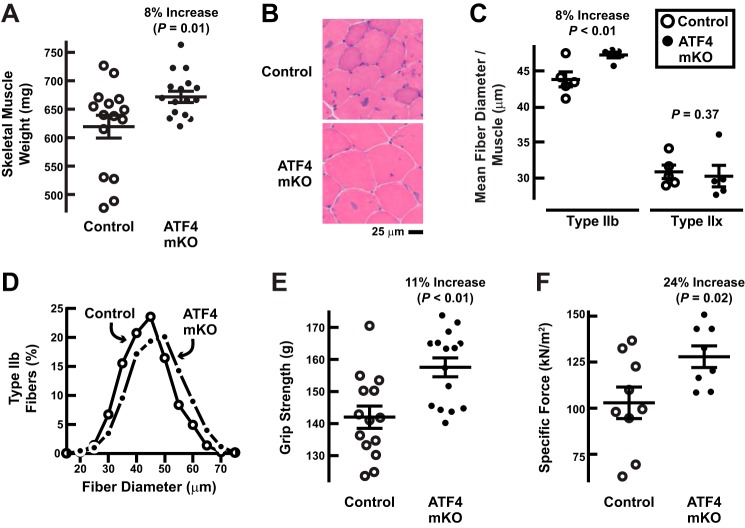
**Targeted reduction of skeletal muscle ATF4 expression reduces age-related muscle weakness and atrophy.** *A–F*, we compared weight-matched cohorts of 22-month-old male ATF4 mKO mice and littermate control mice. *A*, combined weight of bilateral quadriceps femoris and triceps brachii muscles. Each data point represents one mouse, and *horizontal bars* denote means ± S.E. *B*, representative H&E images of quadriceps cross-sections. *C*, average diameters of type IIb and IIx fibers in the quadriceps. Each data point represents the mean diameters of type IIb or IIx fibers from one mouse, and *horizontal bars* denote average of the means ± S.E. *D*, size distribution of all type IIb fibers from *C. E*, *in vivo* forelimb grip strength. Each data point represents the mean of five measurements from one mouse, and *horizontal bars* denote the average of the means ± S.E. *F*, *ex vivo* specific tetanic force generated by the extensor digitorum longus muscle. Each data point represents one mouse, and *horizontal bars* denote means ± S.E. In *A*, *C*, *E*, and *F*, *p* values were determined with *t* tests. *kN*, kilonewtons.

We performed histological analyses of the quadriceps muscles of 22-month-old control and ATF4 mKO mice and found that ATF4 mKO muscles had significantly larger type IIb fibers (Fig. 9, *B–D*). The relative amounts of IIb and IIx fibers were unchanged (87 ± 3 and 92 ± 2% type IIb fibers and 13 ± 3 and 8 ± 2% type IIx fibers in control and ATF4 mKO mice, respectively; *p* = 0.13). In addition to increasing muscle mass and IIb muscle fiber size, muscle-specific *Atf4* gene deletion significantly increased *in vivo* grip strength (by 11 ± 2%; Fig. 9*E*) and *ex vivo* specific force (by 24 ± 6%; Fig. 9*F*). Taken together, these data indicate that a targeted reduction of skeletal muscle ATF4 activity reduces age-related muscle weakness and atrophy, similar to ursolic acid and tomatidine.

##### ATF4 Is Required for a Small Subset of the Gene Expression Changes That Are Generated by Ursolic Acid and Tomatidine in Aged Skeletal Muscle

Because *Atf4* gene deletion, ursolic acid, and tomatidine had similar morphological and functional effects in aged skeletal muscle, we asked whether *Atf4* gene deletion might generate the same changes in skeletal muscle gene expression that were generated by ursolic acid and tomatidine. Fig. 10, *A* and *B*, show the effects of *Atf4* gene deletion on mRNAs whose levels were significantly altered by ursolic acid or tomatidine in aged skeletal muscle. As expected, *Atf4* gene deletion reduced levels of multiple ATF4-dependent mRNAs (*e.g. Eif4ebp1*, *Lars*, *Nars*, *Mars*, *Sars*, *Slc6a9*, *Slc38a2*, *Eif2s2*, and *Eif3c*), similar to ursolic acid or tomatidine (Fig. 10, *A* and *B*, and supplemental Tables 6 and 7). However, in contrast to ursolic acid and tomatidine, *Atf4* gene deletion did not increase mRNAs involved in muscle contraction and mitochondrial bioenergetics, and the overall correlation between the effects of *Atf4* gene deletion and the effects of the compounds was poor (Fig. 10, *A* and *B*). Thus, ATF4 mediates a small subset of the effects that ursolic acid and tomatidine exert on skeletal muscle gene expression, and inhibiting this small subset of ATF4-dependent effects appears to be sufficient to reduce age-related skeletal muscle weakness and atrophy.

**FIGURE 10.**
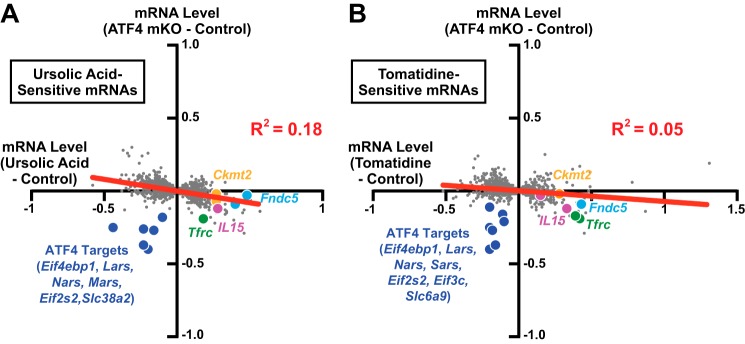
**ATF4 is required for only a small portion of the gene expression changes that are generated by ursolic acid and tomatidine in aged skeletal muscle.** *A* and *B*, data are from the microarray studies described in Figs. 5 and 8. *A*, scatter plot showing the effects of *Atf4* gene deletion on quadriceps mRNAs whose levels were significantly altered by ursolic acid. *B*, scatter plot showing the effects of *Atf4* gene deletion on quadriceps mRNAs whose levels were significantly altered by tomatidine.

## Discussion

One of the goals of the current study was to identify a small molecule that reduces age-related skeletal muscle weakness and/or atrophy. To this end, we tested two small molecules, ursolic acid and tomatidine, in elderly mice. Both ursolic acid and tomatidine were known to reduce acute muscle atrophy in young adult mice during fasting and muscle disuse, but their effects in aging were unknown. The current results indicate that 2 months of dietary supplementation with either ursolic acid or tomatidine significantly reduces age-related deficits in skeletal muscle mass, strength, and quality. These results identify two novel small molecule inhibitors of age-related skeletal muscle weakness and atrophy.

To better understand mechanisms of age-related muscle atrophy and weakness, we performed an unbiased analysis of the effects of ursolic acid and tomatidine on gene expression in aged skeletal muscle. We found that ursolic acid and tomatidine generate hundreds of small positive and negative changes in mRNA levels in aged skeletal muscle. Moreover and despite their structural differences, ursolic acid and tomatidine generate remarkably similar mRNA expression signatures, which, based on pathway analysis, appear to impact a broad range of cellular processes. Although these data do not speak to the direct or acute effects of ursolic acid and tomatidine in aged skeletal muscle, they do suggest that the end result of a 2-month treatment with either compound is a subtle reprogramming of skeletal muscle gene expression. Furthermore, these subtle changes in gene expression are accompanied by a reduction in age-related muscle weakness and atrophy and may reflect a moderation of at least some of the molecular effects of skeletal muscle aging.

All of the genes that are induced or repressed by ursolic acid and tomatidine in aged skeletal muscle could potentially contribute to age-related muscle weakness and atrophy. In the current study, we focused our attention on a small subset of genes that are repressed by ursolic acid and tomatidine. This particular subset of ursolic acid- and tomatidine-sensitive genes is known to be directly activated by ATF4, and our data indicate that a targeted reduction in skeletal muscle ATF4 expression not only represses this subset of genes but also reduces age-related muscle weakness and atrophy. To our knowledge, ATF4 is the first example of a skeletal muscle protein in mammals that is required for the decline of skeletal muscle strength, quality, and mass during aging. The discovery of ATF4 as a key mediator of age-related muscle weakness and atrophy provides an important foundation for future investigations into the molecular basis of skeletal muscle aging.

As a transcription factor, ATF4 could potentially influence many cellular processes in aged skeletal muscle. In the current study, we investigated the effects of ATF4 on one cellular process, skeletal muscle protein synthesis, which is known to be impaired in association with age-related muscle weakness and atrophy. Our data indicate that a targeted reduction in ATF4 expression is sufficient to increase protein synthesis in aged skeletal muscle, and conversely, forced expression of ATF4 is sufficient to decrease protein synthesis in young adult skeletal muscle. These results, coupled with the effects of ATF4 on muscle strength, quality, and mass, suggest that ATF4 may promote age-related muscle weakness and atrophy at least in part by reducing skeletal muscle protein synthesis. The mechanism by which ATF4 reduces protein synthesis is likely complex because ATF4 regulates multiple genes that could influence protein synthesis at multiple levels, including amino acid transport, aminoacyl-tRNA availability, and mRNA translation. One potentially relevant ATF4 target gene is *Eif4ebp1*, which encodes 4E-BP1, a well established repressor of cap-dependent mRNA translation.

ATF4 also promotes acute muscle atrophy during fasting (14, 15), and many of the mRNAs that are positively regulated by ATF4 in aged skeletal muscle are also positively regulated by ATF4 in young adult skeletal muscle during fasting. Examples include *Eif4ebp1*, *Eif2s2*, *Lars*, *Nars*, *Mars*, *Iars*, *Aars*, and *Gars* (14, 15). However, there also appear to be some important differences in the transcripts that are regulated by ATF4 during fasting and aging. The most notable example is *Gadd45a*, which is induced by ATF4 during fasting and contributes to muscle atrophy during fasting (14, 15). Although aging is known to increase skeletal muscle *Gadd45a* expression (33–37), the current data indicate that ATF4 is not required for *Gadd45a* expression in aged skeletal muscle. This finding suggests that lowering *Gadd45a* mRNA is not absolutely required to reduce age-related muscle weakness and atrophy. It also suggests that *Gadd45a* expression in aged skeletal muscle may be mediated by HDAC4, which is known to induce *Gadd45a* mRNA in an ATF4-independent manner (27).

By identifying ATF4 as an indirect or direct target of ursolic acid and tomatidine, the current study identifies two small molecules that blunt ATF4-dependent effects in aged skeletal muscle. Understanding how ursolic acid and tomatidine reduce skeletal muscle ATF4 activity is an important and challenging area for future investigation. The current data do not indicate whether ursolic acid and tomatidine reduce ATF4 activity by the same or different mechanisms, and there are many potential mechanisms given the multitude of pathways, often interconnected, that regulate ATF4 activity. Importantly, a reduction in ATF4 activity cannot explain all of the effects of ursolic acid and tomatidine in skeletal muscle. For example, this mechanism cannot explain how ursolic acid and tomatidine stimulate muscle hypertrophy because a targeted reduction in skeletal muscle ATF4 expression does not induce muscle hypertrophy (14, 15). In addition, ATF4 accounts for only a small portion of the mRNAs that are regulated by ursolic acid and tomatidine in aged skeletal muscle, and it seems improbable that all of the ATF4-independent effects of ursolic acid and tomatidine are functionally irrelevant. Rather, we speculate that age-related muscle atrophy proceeds via a highly complex molecular signaling network with several critical and vulnerable nodes. One of these nodes is represented by ATF4, but others likely exist and may be affected by ursolic acid and tomatidine in ways that we do not yet understand.

The progrowth effects of ursolic acid and tomatidine in young adult skeletal muscle (*i.e.* hypertrophy and recovery from atrophy) are associated with activation of mTORC1, a well established mediator of muscle growth (10, 11).^3^ In addition, the mTORC1 inhibitor rapamycin prevents ursolic acid- and tomatidine-mediated hypertrophy in cultured myotubes (11).^3^ Interestingly, however, the current data indicate that ursolic acid and tomatidine reduce age-related muscle atrophy and weakness without eliciting a sustained increase in mTORC1 activity. Because of our study design, we cannot rule out the possibility that ursolic acid and tomatidine may transiently stimulate mTORC1 at an early treatment time point in aged skeletal muscle. However, given the potentially deleterious effect of sustained mTORC1 activity in skeletal muscle aging (22) and the finding that ursolic acid and tomatidine improve muscle strength, quality, and mass in aged muscle, it is perhaps not surprising that ursolic acid and tomatidine do not generate a sustained increase in mTORC1 activity in aged muscle. Taken together, the current data suggest that, whereas ursolic acid and tomatidine promote muscle growth via an mTORC1-dependent mechanism, they reduce age-related muscle weakness and atrophy via a mechanism that is at least somewhat less dependent on mTORC1 and more dependent on inhibition of atrophy mediators, such as ATF4.

In light of the current results, ursolic acid and tomatidine represent potential agents and/or lead compounds for medical treatment of age-related muscle weakness and atrophy. In addition, because ursolic acid and tomatidine naturally occur in food, they could potentially comprise or contribute to nutritional products aimed at preserving strength and muscle mass during aging. If ursolic acid- and tomatidine-based approaches are found to be safe and effective in humans, they could possibly be used alone, together, or in combination with physical therapy and other nutritional and pharmaceutical approaches. Similar to other complex chronic conditions such as type 2 diabetes, dyslipidemia, and hypertension, age-related muscle weakness and atrophy may ultimately require a repertoire of modalities that can be used alone or in combination depending on the clinical circumstances. In summary, the current study provides new insight into the molecular pathogenesis of age-related skeletal muscle weakness and atrophy and elucidates new potential approaches for preventing and treating the loss of strength and muscle mass during aging.

## Author Contributions

S. M. E. and C. M. A. conceived and coordinated the study, designed the experiments, and wrote the paper. S. M. E., M. C. D., S. A. B., J. M. D., D. J. M., D. K. F., K. S. B., V. A. L., D. K. M., and J. J. T. performed the experiments and contributed to the preparation of the manuscript and figures. All authors reviewed the results and approved the final version of the manuscript.

## Supplementary Material

Supplemental Data

## Footnotes

3 S. M. Ebert, M. C. Dyle, S. A. Bullard, J. M. Dierdorff, D. J. Murry, D. K. Fox, K. S. Bongers, V. A. Lira, D. K. Meyerholz, J. J. Talley, and C. M. Adams, unpublished results.

## Footnotes

2 The abbreviations used are:

ATF4: activating transcription factor 4
S6K: *S6 kinase*
4E-BP1: eukaryotic translational initiation factor 4E-binding protein 1
SUnSET: surface sensing of translation
mKO: *muscle-specific knock-out*
*qPCR*: quantitative real time RT-PCR
ANOVA: analysis of variance
FDR: false discovery rate
bZIP: *basic leucine zipper*
*MCK*: muscle creatine kinase.

# Supplementary material for: Identification and Small Molecule Inhibition of an Activating Transcription Factor 4 (ATF4)-dependent Pathway to Age-related Skeletal Muscle Weakness and Atrophy
**Source:** J Biol Chem. 2015 Sep 3;290(42):25497–511. doi: 10.1074/jbc.M115.681445
**Supplement:** Supplemental Data

Identification and Small Molecule Inhibition of an ATF4-dependent Pathway to Age-related Skeletal Muscle Weakness and Atrophy — Identification and Small Molecule Inhibition of an Activating Transcription Factor 4 (ATF4)-dependent Pathway to Age-related Skeletal Muscle Weakness and Atrophy — Mechanism and Small Molecule Inhibition of Sarcopenia — Supplemental Data 

# Identification and Small Molecule Inhibition of an Activating Transcription Factor 4 (ATF4)-dependent Pathway to Age-related Skeletal Muscle Weakness and Atrophy

## Supplemental Data

- Supplemental tables (.xlsx, 439 KB) - Supplemental data from microarray studies

How the deposited data were processed for this re-analysis (not part of the article)

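Gene expression was measured in the quadriceps muscle of 16 aged male C57BL/6 mice, 5 on control diet, 6 on ursolic acid and 5 on tomatidine, each mouse on 1 Illumina Mouse Ref-8 BeadChip array with 1 colour. RNA was extracted with TRIzol and purified on RNeasy columns, and the arrays were read with an iScan scanner. The authors extracted the signals with BeadStudio and deposited log2 values that they had already made comparable between arrays. The background correction, the normalization and the version of BeadStudio are not given in the sources used here, and neither are detection p values, slides or scan dates. The deposited log2 values were used as they are, with no further normalization, no filter on dim probes and no change of scale. Every array column was matched to 1 mouse by its label, and no column was left unmatched. Precision is limited by the number of arrays, and for dim probes by signals close to the lowest on the array, where log2 changes may be compressed.

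Probes were named through the platform's annotation, with symbols updated by gene identifier for 23962 probes and by accession for 9, while 7 kept the platform's symbol and 8 symbols changed. Of 25697 probes, 23978 had 1 symbol, 0 had several and 1719 had none, and probes with no symbol were tested and are given by their identifier. Different probes of a gene were tested separately, and the p printed beside a gene is adjusted over all probes, while the words rise, fall, change and differ refer to the unadjusted threshold. For gene lists the probe with the highest mean over all arrays, among those the platform's annotation names, stood for its gene, so a brighter Atf4 probe and the probes of Pgd and H19, which are named through the paper's tables, stand for no gene there.

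Each probe was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with 1 mean per group over all 16 arrays and 13 residual degrees of freedom. The comparisons were ursolic acid against control, tomatidine against control, and ursolic acid against tomatidine. Benjamini-Hochberg adjustment ran over all probes, and the paper's thresholds were used, an unadjusted p of 0.025 or less and an adjusted p of 0.1 or less. The methods' t-test, 2-sided and unpaired, was run on the same values as an alternative, as was its form with unequal variances. Gene lists, 45 in number with 1115 members of which 1001 were measured, covered the processes the paper names, other processes of muscle, and markers of other cell types in muscle. They were tested with camera from limma with a preset correlation of 0.01, Benjamini-Hochberg adjustment over the 45 lists and a call at an adjusted p under 0.05. The same lists were tested with camera and an estimated correlation, with fry from limma, which tests whether a list's genes move one way and does not compare them with other genes, and with fgsea 1.28.0 at the paper's thresholds, a p under 0.05 and an adjusted p under 0.25. Where a count is given as adjusted over the list alone, the adjustment ran over the probes standing for the list's genes, at 0.1. The lists are collections of well-known genes and not the gene sets the paper used, which are not used here. Genes of the lists that the study had named on these arrays are counted beside the lists that hold them.

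Correlations of the effects of the 2 compounds were taken across probes, compared with 100 draws of unchanged groups against shared controls, made by reassigning the arrays' deviations from their group means over all 16 places, and repeated over 20 ways to split the control mice between the compounds. The genes named in the text followed a rule. For each comparison it takes the 10 largest rises and the 10 largest falls among probes at an adjusted p of 0.1, filled up to 10 by size from probes at an unadjusted p of 0.025. It also takes every gene the paper names for these arrays or discusses with ATF4 or atrophy, and for each list described the 2 to 4 members with the smallest p in the direction described, and it reports all probes of a named gene. The paper's supplemental tables had been read when the rule was written. Members of a list named because they pointed against it, and the brightest adipocyte genes with those set beside them, were chosen after their values were seen. Mars, which the paper names, is listed on the platform as Mars1 and was matched through the paper's tables.

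The fit was tested on simulated data with the real probes' means and spreads, in which 200 of 25697 probes were changed by a known amount. At an adjusted p of 0.1 a log2 change of 0.25 was recovered for 90.5%, 91.5% and 90.5% of these probes in the comparisons of ursolic acid with control, tomatidine with control and ursolic acid with tomatidine, a change of 0.5 for 98.5%, 99% and 99%, and a change of 1 for 100%, 99.5% and 100%. For ursolic acid against control, 2 of 2 lists shifted by 0.1 were called and 0 others. The probes in the simulation vary independently of each other, which real probes do not. The shares cover probes of any signal, and most probes are dim. For ursolic acid against control the median SE was 0.016 over all probes and 0.050 over bright ones. Recovery for probes with a larger SE was not tested separately, so the shares do not give it. With tomatidine, 131 real probes at an unadjusted p of 0.025 changed by more than 0.25, while 25 probes of any size passed an adjusted p of 0.1.

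The alternatives were quantile normalization, centring of each array on its median, only the brighter 12849 probes by mean signal, a fit of only the 2 groups compared, the mouse number in the labels as a block, an intensity trend with robust estimates, array weights, both forms of t-test, an adjusted p of 0.05, and each array left out in turn. For correlations they were rank correlation, the probes passing the methods' t-test and the controls split. For lists they were the other tests, the paper's thresholds with camera and the mean of all probes of a gene. A covariate for the mean of the slow-fibre genes on each array and a fit without tomatidine mice 3 and 4 were added after the values had been seen. Other splits of the same arrays into groups of the same sizes were drawn 100 times per comparison. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The arrays of ATF4 mKO muscle, the quantitative PCR and the protein measurements of the paper are not analysed here. Supplemental Tables 1, 6 and 7 were held here only in part, with 1288 entries of Table 1, so no overlap or set test was run on them. Tables 4 and 5, lists of mRNAs altered in ATF4 mKO muscle, were used for list tests.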

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

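The test without tomatidine mouse 4, the test for attached fat, the fit with a slow-fibre covariate and the fit without tomatidine mice 3 and 4 were chosen after the result was seen. In 264 groups of 5 or 6 mice, 14 values were far from the rest of their group, in that the gap to the nearest of the others was large relative to the range of the group. Chance gives about 1 in 20, or 13.2. 4 of the 14 were in tomatidine mouse 1, 4 in tomatidine mouse 4 and 2 in tomatidine mouse 5. In tomatidine mouse 1, Gadd45a lay at 9.76 against 11.04 to 11.42 in the other tomatidine mice, and at 9.16 against 10.20 to 10.44 on its other probe. The tRNA synthetase Gars lay at 12.19 against 12.39 to 12.45 in that mouse, and Mars1 at 8.496 against 8.37 to 8.41 (ILMN_2828687). In tomatidine mouse 4, the calcium pump Atp2a2 lay at 11.69 against 12.25 to 12.45 (ILMN_1245425), the potassium channel subunit Kcnab1 at 8.61 against 8.96 to 9.06 (ILMN_2915671), and Tm6sf1 at 8.42 against 8.32 to 8.33. The mean of the respiratory electron transport genes in tomatidine mouse 4 was -0.041 relative to the control mean, against 0.049 to 0.083 in the other mice of its group. In tomatidine mouse 5, Ppp1r11 lay at 10.72 against 10.61 to 10.63, and the proteasome mean was -0.090 against -0.067 to -0.058. Aars lay at 10.99 against 10.76 to 10.82 in tomatidine mouse 3, and Htatsf1 at 12.08 against 11.89 to 11.92 in ursolic acid mouse 3. Ppp1r11 lay at 10.43 against 10.51 to 10.56 in ursolic acid mouse 5, and a dim Iars probe (ILMN_1224044) at 7.94 against 7.97 to 7.98 in ursolic acid mouse 6.

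14 calls were made for gene lists that stand for processes or cell types outside the gene sets the paper discusses. With ursolic acid, fatty acid oxidation (adjusted p = 2.1e-04 from camera), slow-fibre genes (0.00288), adipocytes (0.0163), endothelial cells (1.5e-04) and erythroid cells (0.0393) were higher, and glycolysis and glycogen (0.00703) lower. With tomatidine, fatty acid oxidation (0.0161), oxidative stress defence and pentose phosphate (0.0164), heat shock proteins (0.0118), senescence and inflammation (0.0278), adipocytes (1.8e-05), endothelial cells (0.00246), fibroblasts and extracellular matrix (0.00173) and macrophages (0.00169) were higher. None of these 14 calls held with an estimated correlation (adjusted p = 0.181 to 0.613). With ursolic acid the slow-fibre call ended without control mouse 1 (adjusted p = 0.142) or 5 (0.107), that of adipocytes without control mouse 1 (0.118), 4 (0.0984) or 5 (0.101) or ursolic acid mouse 2 (0.0996), 4 (0.0696) or 6 (0.0679) and that of erythroid cells without control mouse 2 (0.0739), 3 (0.0622) or 5 (0.102), tomatidine mouse 1 (0.0501) or ursolic acid mouse 2 (0.0619) or 6 (0.0964). With tomatidine the fatty acid oxidation call ended without control mouse 1 (adjusted p = 0.226) or 5 (0.33) or tomatidine mouse 1 (0.181), 3 (0.0563) or 5 (0.114), that of oxidative stress defence without tomatidine mouse 3 (0.0833), that of heat shock proteins without tomatidine mouse 3 (0.24), that of senescence without control mouse 3 (0.0519) or tomatidine mouse 2 (0.0608), 3 (0.112) or 4 (0.0682), that of fibroblasts and extracellular matrix without tomatidine mouse 4 (0.212) and that of macrophages without tomatidine mouse 3 (0.135). With the slow-fibre mean as a covariate, the ursolic acid calls ended for slow-fibre genes (adjusted p = 0.793), adipocytes (0.164), erythroid cells (0.111), glycolysis and glycogen (0.1) and fatty acid oxidation (0.427), and the tomatidine call for the last (0.0632).

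The lists of adipocytes, macrophages and matrix were called higher with tomatidine, with medians of 0.08, 0.06 and 0.13 (log2), and none of the calls held with an estimated correlation (adjusted p = 0.355, 0.499 and 0.506), with 1 of 18 macrophage genes passing and changes of the mean per mouse of 0.19 (95% interval 0.04 to 0.33), 0.17 (95% interval -0.05 to 0.39) and 0.16 (95% interval -0.07 to 0.38). Tomatidine mouse 4 alone does not account for the adipocytes call (adjusted p = 5.0e-06 without that mouse) or the macrophages call (0.038), while the call for fibroblasts and extracellular matrix ended without it (0.212) and that of macrophages without tomatidine mouse 3 (0.135), and without both mice macrophages gave adjusted p = 0.718 and fibroblasts and extracellular matrix 0.263. Fat tissue attached to the muscle may add adipocyte mRNA, and 91.7% of the 12 adipocyte genes with a mean log2 signal of 8.5 or more were higher with tomatidine, but a called list makes such a share nearly certain, so the test could not settle it. The brightest of these 12 genes on the arrays, Car3, Plin4, Scd1 and Dgat2, had mean log2 signals of 12.6, 12.0, 10.8 and 10.5 and changes with tomatidine of 0.10, 0.21, 0.23 and 0.42 (adjusted p = 0.92, 0.638, 0.845 and 0.62). How much of their signal comes from fat was not tested. Of the dimmer ones, Adipoq, Cidec, Adig, Cyp2e1 and Thrsp rose at the unadjusted threshold, by 0.48, 0.49, 0.45, 1.31 and 0.33. Pparg, Sncg and Lep gave 0.12, 0.03 and -0.20 and did not pass. Attached fat and a change of the muscle's own mRNA with the compound cannot be told apart for the adipocyte genes, because no measure of fat content is given for these samples, and of the 24 measured adipocyte genes 10 had a control mean of 8.5 or more and 4 are held by another list.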

How the results depend on the processing

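The fits with the slow-fibre mean as a covariate and without tomatidine mice 3 and 4 were chosen after the values had been seen. Counts of probes at an adjusted p of 0.1 moved most. For ursolic acid (2 probes) the brighter 12849 probes alone gave 4, only the 2 groups compared 0, an intensity trend with robust estimates 1, the methods' t-test and its form with unequal variances 0 each, an adjusted p of 0.05 0, the slow-fibre covariate 52 and the fit without tomatidine mice 3 and 4 0. For tomatidine (25 probes) these settings gave 57, 0, 25, 0 and 0, 3, 64 and 0, and between the compounds (3 probes) the first 3 gave 1, 1 and 0 and the last 0. limma's counts of 0, those without 1 mouse included, had 2001 to 2420 probes at an unadjusted p of 0.05 for ursolic acid, 1780 to 2147 for tomatidine and 1227 to 1575 between the compounds, and the t-test with unequal variances 2076 and 1709. The brighter probes are fewer tests and the fits of 2 groups or without mice use fewer arrays. For the other changes the cause was not tested. At an unadjusted p of 0.025, counts stayed within 1.5 times in all settings except for the t-test with unequal variances for tomatidine (870) and the brighter probes between the compounds (427). Quantile normalization and centring on the median moved no count by more than 1.5 times, and no setting turned the direction of a result that had passed.

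Leaving out each mouse in turn gave 0 to 50 probes for ursolic acid at an adjusted p of 0.1 (50 without control mouse 5) and 0 to 168 for tomatidine (0 without tomatidine mouse 3 and 168 without tomatidine mouse 1). Between the compounds it gave 0 to 5 (0 without tomatidine mouse 4 or 5 or ursolic acid mouse 5, and 5 without tomatidine mouse 2). Unadjusted counts ran from 1115 to 1564 and from 1089 to 1757, and the number of probes at unadjusted p of 0.025 or less, ursolic acid against tomatidine, ran from 623 to 1079. Lists called ran from 9 to 15 for ursolic acid, from 9 to 20 for tomatidine (20 without control mouse 2) and from 4 to 8 between the compounds (4 without tomatidine mouse 3 or ursolic acid mouse 1). The correlation of effects over ursolic acid-sensitive probes ran from 0.874 (tomatidine mouse 5 left out) to 0.926 (control mouse 5), the correlation of effects over tomatidine-sensitive probes from 0.816 (tomatidine mouse 1) to 0.903 (tomatidine mouse 3) and the correlation of effects over all probes from 0.593 (tomatidine mouse 5) to 0.739 (control mouse 5). With the controls split, which left 2 or 3 controls per compound, they were 0.571, 0.600 and 0.320.

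An estimated correlation left 0 of 13 list calls for ursolic acid, 1 of 13 for tomatidine and 0 of 7 between the compounds, and fry called 0, 3 and 0 lists. Behind the 0s, camera had 8 and 2 lists at an unadjusted p of 0.05 and fry 9 and 2. The slow-fibre covariate gave 5 lists for ursolic acid, the paper's thresholds with camera 20 for tomatidine, fgsea at the paper's thresholds 12 between the compounds, and the fit without tomatidine mice 3 and 4 1 between the compounds. Of 6 tests of the mKO lists from the paper's tables, 1 was called with a preset and 0 with an estimated correlation. For the named genes, 3202 values under the alternatives stayed on their side of the threshold, 30 of them with the other sign where neither value passed, 219 lost and 58 gained a pass, and 0 changed sign while passing. For dim probes, signals near the lowest on the array limit what sizes can be read.

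By the rule that every pair correlate over 0.1, the mouse numbers do not pair the arrays. Over 15 pairs of same-numbered arrays the deviations from the group means correlated from -0.238 to 0.324, 4 pairs lay over 0.1, all of them among the 5 that join tomatidine with ursolic acid, and 2 of 16 arrays correlated best with their own number. With the number as a block, and without ursolic acid mouse 6, which has no partner, 5, 50 and 0 probes passed an adjusted p of 0.1 for ursolic acid, tomatidine and between the compounds, 1163, 1388 and 757 an unadjusted p of 0.025, and 9, 13 and 7 lists were called. Of the named genes, the block ended the unadjusted pass with ursolic acid of Trim63 (adjusted p = 0.648), Bdh1 (0.599), 1 Dkk3 probe (0.565) and 2 Acaa2 probes (0.574 and 0.56), and between the compounds of Angptl4 (0.843), Ifi27l2a (0.843), 1 Hp probe (0.855) and ILMN_2759484 (0.855), and it gave one to Gadd45a (0.545) and Slc38a2 (0.508) with ursolic acid and to 1 Eif2s2 probe with tomatidine (0.445).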

Differences from the paper's values

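The fits with the slow-fibre mean as a covariate and without tomatidine mice 3 and 4 were chosen after the values had been seen. The other settings were set before the data were examined. At the paper's threshold, an unadjusted p of 0.025, limma gave 1362 probes for ursolic acid and 1380 for tomatidine, against the paper's 1289 and 1031, and the methods' t-test gave 1289 and 1031. Without control mouse 5 the tomatidine count was 1665, and without tomatidine mouse 1 it was 1757, both more than 1.5 times the paper's. Every one of the 1288 probes of Table S1 held here and of the 1031 of Table S2 passed the methods' t-test, and the log2 changes differed from those of Tables S1 to S3 by at most 1.5e-06. The squared correlation of the effects of the compounds was 0.818 over the ursolic acid-sensitive probes, against about 0.81 in Fig. 5, read by eye, and 0.809 over the probes that pass the methods' t-test, 0.812 without control mouse 1 and 0.808 without tomatidine mouse 4. Without any 1 mouse it lay between 0.764 (tomatidine mouse 5) and 0.858 (control mouse 5). Over the tomatidine-sensitive probes it was 0.763, against about 0.79 in Fig. 5, read by eye, and 0.796 over the probes that pass the methods' t-test, 0.792 without control mouse 5 and 0.795 without control mouse 3. Leaving out 1 mouse gave from 0.667 (tomatidine mouse 1) to 0.815 (tomatidine mouse 3), with 0.687 without tomatidine mouse 2 and 0.711 without tomatidine mouse 5. Over the probes at an adjusted p of 0.1 or less for either compound it was 0.904, against the paper's 0.92, 0.916 with an intensity trend and robust estimates, and 0.919 over the 25 probes of Table S3. The probes chosen changed with the setting, and leaving out 1 mouse gave from 0.701 (ursolic acid mouse 3, 12 probes) to 0.961 (control mouse 1, 3 probes), with 0.771 without tomatidine mouse 2, 0.927 without ursolic acid mouse 2 and 0.932 without tomatidine mouse 4, and 0 probes without tomatidine mouse 3. It was 0.88 over the brighter probes and 0.733 with the slow-fibre covariate, and 0 probes passed with only the 2 groups compared, by the methods' t-test or by its form with unequal variances. With the controls split between the compounds, 2 or 3 for each, the squared correlations were 0.326 over the ursolic acid-sensitive and 0.36 over the tomatidine-sensitive probes.

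The paper states that both compounds raised Tfrc, Ckmt2, Il15 and Fndc5 and lowered 9 genes of translation, amino acid transport and tRNA charging (Fig. 5). It also cites quantitative PCR for the raised genes and for Eif4ebp1 (Fig. 6C) and a lower level of 4E-BP1 protein (Fig. 6D). Those measurements are not analysed here. Of the 4 genes stated as raised, limma called 3 with ursolic acid and 4 with tomatidine, and the methods' t-test 4 and 4. Of the 9 stated as lowered, limma called 5 with ursolic acid, 5 with tomatidine, 2 with both and 8 with at least 1 compound, and the methods' t-test 6 and 7. Their probes had the paper's direction in 8 and 9 of 9 for the raised genes and in 13 and 12 of 14 for the lowered ones, with ursolic acid and tomatidine. Tfrc, not called with ursolic acid (0.18, adjusted p = 0.473), passed an unadjusted p of 0.025 with only the 2 groups compared (adjusted p = 0.3), with an intensity trend and robust estimates (0.43), with array weights (0.418), by the methods' t-test (0.432), by its form with unequal variances (0.527) and without tomatidine mouse 1 (0.351) or 5 (0.422) or ursolic acid mouse 6 (0.526). Slc38a2 with ursolic acid (-0.23, adjusted p = 0.561) passed with only the 2 groups compared (adjusted p = 0.285), with the replicate block (0.508) and by the methods' t-test (0.424), and with tomatidine (-0.11, adjusted p = 0.844) under none of the settings run. With the slow-fibre covariate, chosen after seeing the values, Tfrc (adjusted p = 0.39) and Slc38a2 (0.284) passed for ursolic acid, and that fit dropped 0 of the called probes of genes the paper names but the ursolic acid calls of 4 lists, respiratory electron transport, cytosolic aminoacyl-tRNA synthetases, signal recognition particle and translocon, and proteasome. Eif4ebp1 with tomatidine (-0.20, adjusted p = 0.529) passed with only the 2 groups compared (adjusted p = 0.482), with an intensity trend and robust estimates (0.473), by the methods' t-test (0.618) and without control mouse 1 (0.552) or ursolic acid mouse 6 (0.473). Eif2s2 with tomatidine (-0.16, adjusted p = 0.503 for ILMN_1256795) passed with only the 2 groups compared (adjusted p = 0.456), with an intensity trend and robust estimates (0.479), by the methods' t-test (0.595), by its form with unequal variances (0.722) and without control mouse 1 (0.588), tomatidine mouse 1 (0.357) or ursolic acid mouse 1 (0.441) or 5 (0.456), and its probe ILMN_2774435 with the replicate block (adjusted p = 0.445) and without control mouse 3 (0.479) or tomatidine mouse 1 (0.251). Eif3c with ursolic acid (-0.11, adjusted p = 0.526) passed without control mouse 4 (adjusted p = 0.462), and Slc6a9 with ursolic acid (-0.05, adjusted p = 0.705) without ursolic acid mouse 1 (adjusted p = 0.368). Mars1, the paper's Mars, gave -0.06 with tomatidine (adjusted p = 0.543 for ILMN_2828687) and passed without control mouse 4 (adjusted p = 0.556) or tomatidine mouse 1 (0.201), while its probe ILMN_2534090 gave -0.11 (0.742) and passed without control mouse 5 (adjusted p = 0.359). Sars with ursolic acid gave -0.05 (adjusted p = 0.668 for ILMN_2712900) and -0.05 (0.858 for ILMN_2871412), and neither passed under any setting run.

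The paper states that both compounds induced gene sets of contraction and mitochondrial bioenergetics (Fig. 6A) and repressed other sets, among them the activation of genes by ATF4 (Fig. 6B). The lists tested here are not those gene sets, and the thresholds differ, since the paper used p under 0.05 and FDR under 0.25 and the lists here an adjusted p under 0.05. A control mean of 8.5 or more was reached by 8 of 30 Wnt, 8 of 31 DNA replication and 7 of 17 antigen presentation genes. It was reached by 24 of 48 ATF4 targets, 23 of 31 translation initiation and 37 of 49 splicing genes. For lists of mostly dim genes, a missing call is no evidence against the paper's sets. Of 6 lists on the themes of Fig. 6A, 3 were called higher with both compounds and 3 with neither, and of 14 lists on the themes of Fig. 6B, 4 were called lower with ursolic acid, 2 with tomatidine, 2 with both and 10 with neither. ATF4 target genes were not called with ursolic acid (adjusted p = 0.0577) or with tomatidine (0.208), and were called lower with ursolic acid with an intensity trend and robust estimates (adjusted p = 0.0479), by fgsea at the paper's thresholds (0.0665), by camera at the paper's thresholds (0.0577) and without control mouse 1 (0.0484) or 3 (0.0405), tomatidine mouse 4 (0.0488) or ursolic acid mouse 1 (0.0272), 3 (0.0285) or 5 (0.0304), and with tomatidine under none of the settings run. The list of pyruvate metabolism and TCA cycle was called higher with ursolic acid without control mouse 3 (adjusted p = 0.0373), and with tomatidine by fgsea at the paper's thresholds (adjusted p = 0.0767), by camera at the paper's thresholds (0.0872) and without control mouse 2 (0.0461) or 3 (0.0147) or tomatidine mouse 4 (0.00504). With tomatidine, translation initiation factors were called lower with only the 2 groups compared (adjusted p = 0.0471), with the replicate block (0.0373), by fgsea at the paper's thresholds (0.0562), by camera at the paper's thresholds (0.0613), with the mean of all probes of a gene (0.0249) and without control mouse 2 (0.0465), 3 (0.0269) or 4 (0.0494) or tomatidine mouse 3 (0.0286), and signal recognition particle and translocon genes by camera at the paper's thresholds (adjusted p = 0.0704) and without control mouse 2 (0.0115) or 3 (0.0317). The fit without tomatidine mice 3 and 4, chosen after seeing the values, also called translation initiation factors (adjusted p = 0.0369) and pyruvate metabolism and TCA cycle (0.00438) with tomatidine, and it dropped 0 of the calls of lists on the paper's themes and the tomatidine calls of 5 probes of genes the paper names, in Slc6a9, Ckmt2, Sars, Il15 and Iars, and the ursolic acid call of Trim63. RNA exosome and mRNA decay genes were called lower with ursolic acid by fgsea at the paper's thresholds (adjusted p = 0.0541), and with tomatidine over the brighter 12849 probes (adjusted p = 0.0437), by camera at the paper's thresholds (0.0885) and without control mouse 2 (0.0465) or tomatidine mouse 4 (0.0336), and base excision repair genes with tomatidine by fgsea at the paper's thresholds (adjusted p = 0.11), by camera at the paper's thresholds (0.0718) and without control mouse 2 (0.0465) or 3 (0.0277) or tomatidine mouse 5 (0.0101). 2 lists were called against the paper's direction: DNA replication licensing and G1/S was higher with tomatidine by fgsea at the paper's thresholds (adjusted p = 0.075), and calcium release and excitation-contraction coupling was lower with tomatidine by fgsea at the paper's thresholds (adjusted p = 0.0884), by camera at the paper's thresholds (0.102) and without control mouse 2 (0.0465) or tomatidine mouse 4 (0.0396). No setting run called, with either compound, striated muscle contraction (adjusted p = 0.798 and 0.624), ATF4 activation set with RNA exosome (0.498 and 0.624), MHC class I antigen presentation (0.836 and 0.459), mRNA splicing (0.999 and 0.34), Wnt signalling (0.769 and 0.317) or Akt and mTORC1 signalling (0.905 and 0.838) for ursolic acid and tomatidine, and none called cytosolic ribosomal proteins with tomatidine (0.573), or translation initiation factors (0.209), base excision repair (0.667), DNA replication licensing and G1/S (0.782) or calcium release and excitation-contraction coupling (0.424) with ursolic acid.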

Other observations

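The fits with the slow-fibre mean as a covariate and without tomatidine mice 3 and 4 were chosen after the result was seen. The p beside each gene is limma's adjusted p over all probes, and at an adjusted p of 0.1 over all probes 0 measured members of the process and cell type lists of this part passed. Pgd and H19, members of the lists of oxidative stress defence and pentose phosphate and of imprinted growth genes, are named only through the paper's tables and did not enter the tests of these lists. Both passed with tomatidine (adjusted p = 0.0688 and 0.0688). With ursolic acid, genes of glycolysis and glycogen were called lower as a group, with 0 higher and 5 lower of 26 (0 and 5 adjusted over the list alone). The call (adjusted p = 0.00703 from camera) did not hold with an estimated correlation (adjusted p = 0.181) or with the slow-fibre covariate (0.1). The genes include Gyg, which starts the glycogen chain, with a log2 change of -0.25 (SE 0.06, adjusted p = 0.232), the muscle fructose bisphosphatase Fbp2, with -0.58 (SE 0.15, adjusted p = 0.249), Ppp1r3c, which directs a phosphatase to glycogen, with -0.32 (adjusted p = 0.344), and Phkb, a subunit of phosphorylase kinase, with -0.33 (adjusted p = 0.32). Other probes gave Gyg -0.19 and Phkb 0.01 and -0.01. With tomatidine 0 higher and 3 lower members passed (0 and 1 adjusted over the list alone), the list was not called (adjusted p = 0.328 from camera), and Gyg gave -0.29 and Phkb -0.27 (adjusted p = 0.16 and 0.423). Relative to the control mean, the list mean per mouse ran from -0.12 to -0.04 with ursolic acid and from -0.06 to -0.01 with tomatidine, against -0.03 to 0.02 in control mice. Fast-fibre genes had 0 higher and 3 lower of 14 with ursolic acid (0 and 3 adjusted over the list alone) and were not called (adjusted p = 0.0577), and all 14 are also in another list. The call was made without control mouse 5 (0.00844), tomatidine mouse 4 (0.0488) or ursolic acid mouse 1 (0.0252) or 3 (0.0285). With tomatidine 0 higher and 1 lower passed (0 and 0 adjusted over the list alone; adjusted p = 0.3, and 0.0336 without tomatidine mouse 4).

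With tomatidine, heat shock proteins had 4 higher and 0 lower of 21 (2 and 0 adjusted over the list alone), among them the cochaperone Bag3 (0.23, SE 0.07, adjusted p = 0.343) and Hsph1 (0.27, SE 0.11, adjusted p = 0.456). The list's adjusted p was 0.377 with an estimated correlation, and 0.24 without tomatidine mouse 3. Oxidative stress defence and pentose phosphate had 3 higher and 0 lower of 21 (3 and 0 adjusted over the list alone; adjusted p = 0.283 with an estimated correlation, and 0.0833 without tomatidine mouse 3). The transketolase Tkt changed by 0.22 and the glutathione transferases Mgst1 and Gsta3 by 0.45 and 0.35 (adjusted p = 0.124, 0.197 and 0.289), with Tkt 0.01 and 0.01, Mgst1 0.28 and Gsta3 0.01 on other probes. Fibroblasts and extracellular matrix had 3 higher and 0 lower of 23 (2 and 0 adjusted over the list alone), the proteoglycan Bgn with 0.46 and the basement membrane collagens Col4a1 and Col4a2 with 0.39 and 0.36 (adjusted p = 0.224, 0.463 and 0.329), and the list's adjusted p was 0.506 with an estimated correlation and 0.212 without tomatidine mouse 4. Macrophages had 1 higher and 0 lower of 18 (0 and 0 adjusted over the list alone; adjusted p = 0.499 with an estimated correlation, and 0.135 without tomatidine mouse 3), and senescence and inflammation 1 higher and 0 lower of 15 (0 and 0 adjusted over the list alone), with 0.355 for the list with an estimated correlation and its call ended without control mouse 3 (0.0519) or tomatidine mouse 2 (0.0608), 3 (0.112) or 4 (0.0682). With ursolic acid these 5 lists, taken in the same order, were not called (camera's adjusted p = 0.905, 0.88, 0.209, 0.782 and 0.88). Bag3 (0.28, adjusted p = 0.245) and Mgst1 (0.46, adjusted p = 0.195) rose, and the glutathione transferase Gstm1 (-0.14, adjusted p = 0.311) and the matrix proteins Aebp1 (-0.31, adjusted p = 0.249) and Ogn (-0.36, adjusted p = 0.358) fell, with Mgst1 0.26, Gstm1 -0.02 and Ogn -0.01 and 0.01 on other probes. These 5 also passed adjusted over the list alone, and no other member of the 5 lists passed either way.

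Of the genes of the neuromuscular junction and denervation list, the acetylcholine receptor subunit Chrna1 rose by 0.34 with ursolic acid (SE 0.11, adjusted p = 0.361) and by 0.38 with tomatidine (SE 0.12, adjusted p = 0.327), with -0.01 and 0.27 on its other probes with ursolic acid and 0.0028 and 0.38 with tomatidine, while Rapsn, which clusters the receptor, fell (log2 -0.12 and -0.11, adjusted p = 0.386 and 0.431; other probes -0.04 and 0.01 with ursolic acid and -0.08 and -0.06 with tomatidine). The list had 1 higher and 1 lower of 20 with ursolic acid (0 and 0 adjusted over the list alone; adjusted p = 0.489 from camera) and 3 higher and 1 lower with tomatidine (3 and 1 adjusted over the list alone; adjusted p = 0.102, and 0.00596 without tomatidine mouse 1). Between the compounds its adjusted p was 0.438, and 0.0322 without tomatidine mouse 1. Of the atrophy programme, the muscle ubiquitin ligase Trim63 fell with both compounds (log2 -0.27 and -0.30, adjusted p = 0.438 and 0.412), and the call ended with ursolic acid by the methods' t-test (0.524), by its form with unequal variances (0.581) and without tomatidine mice 3 and 4 (0.453), and, of single mice, with ursolic acid without control mouse 2, 4 or 5 or ursolic acid mouse 3 or 6 (adjusted p = 0.452 to 0.612) and with tomatidine without control mouse 2 or 5 or tomatidine mouse 2 or 5 (adjusted p = 0.389 to 0.589). The ligase Fbxo32 gave 0.08, 0.14 and 0.08 on its 3 probes with ursolic acid and -0.03, -0.08 and -0.05 with tomatidine. The list had 0 higher and 2 lower of 23 with ursolic acid (0 and 1 adjusted over the list alone; adjusted p = 0.896) and 0 higher and 1 lower with tomatidine (0 and 0 adjusted over the list alone; adjusted p = 0.577). Of its 23 genes 9 are in another list and 1 is named by the study.

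The remaining lists were not called with either compound by camera, apart from erythroid cells with ursolic acid. The direction of the test and its adjusted p, first for ursolic acid and then for tomatidine, were mitochondrial biogenesis (up, 0.425, and up, 0.77), cholesterol synthesis and uptake (up, 0.999, and down, 0.77), autophagy and lysosome (down, 0.905, and down, 0.781), unfolded protein response (down, 0.489, and down, 0.954), circadian clock (down, 0.667, and down, 0.422), imprinted growth genes (down, 0.507, and up, 0.664), interferon response (up, 0.424, and up, 0.848), lymphocytes (up, 0.836, and up, 0.459), Schwann cells and nerve (up, 0.256, and up, 0.437), satellite cells (up, 0.498, and up, 0.506) and smooth muscle cells and pericytes (up, 0.157, and up, 0.573). With ursolic acid Atg16l1 of the autophagy and lysosome list (0.10, adjusted p = 0.438), Syvn1 of the unfolded protein response list (0.15, adjusted p = 0.36), Ifi35 of the interferon response list (0.13, adjusted p = 0.391), Gldn of the Schwann cells and nerve list (0.04, adjusted p = 0.463) and Rgs5 of the smooth muscle cells and pericytes list (0.20, adjusted p = 0.418) rose and Sc5d of the cholesterol synthesis and uptake list (-0.12, adjusted p = 0.195) and Derl2 of the unfolded protein response list (-0.05, adjusted p = 0.421; other probes -0.0022 and -0.05) fell. With tomatidine Igf2 of the imprinted growth genes list (0.48, adjusted p = 0.383) and Ifi27l2a of the interferon response list (0.78, adjusted p = 0.304) rose and Sc5d of the cholesterol synthesis and uptake list (-0.10, adjusted p = 0.246), Becn1 of the autophagy and lysosome list (-0.11, adjusted p = 0.358; another probe -0.0047), Ulk2 of the autophagy and lysosome list (-0.12, adjusted p = 0.412; another probe -0.18), Sec61b of the unfolded protein response list (-0.09, adjusted p = 0.311; another probe -0.04) and Abcc9 of the smooth muscle cells and pericytes list (-0.18, adjusted p = 0.463; other probes 0.01 and 0.03) fell. Adjusted over the list alone, Sc5d passed with both compounds and Ifi27l2a with tomatidine, and 0 other members. Interferon response was called without control mouse 1 (0.00251 and 0.0439) and with the slow-fibre covariate for ursolic acid (0.0343), and smooth muscle cells and pericytes with ursolic acid without control mouse 2 (0.0367) or 3 (0.0373). Erythroid cells had 0 higher and 0 lower of 6 with ursolic acid (0 and 0 adjusted over the list alone) and 0 higher and 0 lower with tomatidine (0 and 0 adjusted over the list alone; adjusted p = 0.117, and 0.0396 without tomatidine mouse 4). The median and the mean log2 change, given in that order after the direction of the test, did not share its sign for cholesterol synthesis and uptake (up; 0.00067 and -0.01), atrophy programme (down; 0.01 and 0.01), autophagy and lysosome (down; 0.01 and 0.01), heat shock proteins (up; -0.0017 and -0.002), circadian clock (down; -0.01 and 0.01) and macrophages (down; -0.0035 and 0.02) with ursolic acid and for autophagy and lysosome (down; -0.01 and 0.01), unfolded protein response (down; 0.01 and -0.01), imprinted growth genes (up; -0.01 and 0.05) and interferon response (up; -0.01 and 0.03) with tomatidine.

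The arrays of ATF4 mKO muscle were not analysed here, but the genes they gave as reduced were tested as lists the study chose. Of the 35 entries of Table S5, 25 were reduced in mKO muscle and 19 of these genes were measured. They were lower with ursolic acid (camera adjusted p = 0.0177, and 0.0992 with an estimated correlation; median -0.05, 1 higher and 3 lower) and not called with tomatidine (0.131; 0 higher and 3 lower) or between the compounds (0.451). Of the 733 entries of Table S4, 346 were reduced and 305 of these genes measured, and they were not called (adjusted p = 0.148 with ursolic acid, 0.236 with tomatidine and 0.717 between the compounds), with 17 higher and 5 lower with ursolic acid and 15 and 9 with tomatidine. For this larger list the test pointed up with both compounds, the other way from the genes of Table S5. With an estimated correlation camera gave it adjusted p = 0.0652 with ursolic acid and 0.0992 with tomatidine, also without a call.

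The genes of respiratory electron transport were called higher with both compounds, and slow-fibre genes with ursolic acid (adjusted p = 0.547, 0.499 and 0.602 with an estimated correlation, where none of these calls held), so a different slow-fibre content of the muscle pieces may account for part of it. With the slow-fibre mean as a covariate, the mean shift of the 64 respiratory genes with ursolic acid went from 0.05 (SE 0.03) to 0.02 (SE 0.03), a kept share of 0.463, and the call ended with the adjustment over the 45 lists (adjusted p = 0.139). With tomatidine it went from 0.04 (SE 0.03) to 0.04 (SE 0.03), a share of 0.803, and the call held (adjusted p = 0.00563). Slow-fibre genes were not called with tomatidine (adjusted p = 0.216) but were called higher without control mouse 2 (0.0378) or 3 (0.0208) or tomatidine mouse 4 (0.00589), with a mean of 0.09 (95% interval -0.34 to 0.52), and the respiratory shifts were under 2 SE before and with the covariate, a limit set after these values had been seen, so slow-fibre content and another change in the muscle cannot be told apart. Of the 13 measured slow-fibre genes 10 are in another list and 8 had a control mean of 8.5 or more. The paper reports that the compounds did not alter the relative amount of type IIb and IIx fibres in this muscle (Fig. 2). In untreated mice it describes the quadriceps as mostly type IIb fibres and the rest as type IIx, and names no slow fibres there. An effect of the compounds on respiratory genes stays open, as untested.

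Counts of changed probes and lists were compared with those of 100 splits of the same arrays into groups of the same sizes, the real one included. The limit set for the test, a share of splits under 0.05, was met by the probe counts of each compound against control. Other splits exceeded 3 of these 4 counts, so chance is less likely by this limit but not excluded. With ursolic acid the counts were 2 (at most 4 in the other splits, 4 of 100 as large) at an adjusted p of 0.1 and 1362 (at most 1209 in the other splits, 1 of 100 as large) at an unadjusted p of 0.025. With tomatidine they were 25 (at most 236 in the other splits, 2 of 100 as large) and 1380 (at most 1888 in the other splits, 2 of 100 as large). The 2 probes became 0 without control mouse 1 or 4, ursolic acid mouse 2, 4, 5 or 6 or any 1 of the tomatidine mice, and the 25 became 0 without tomatidine mouse 3. The limit was not met for the lists called, 13 (at most 20 in the other splits, 11 of 100 as large) for ursolic acid, 13 (at most 18 in the other splits, 15 of 100 as large) for tomatidine and 7 (at most 15 in the other splits, 15 of 100 as large) between the compounds, or for the probes between the compounds, 3 (at most 38 in the other splits, 5 of 100 as large) and 756 (at most 1239 in the other splits, 17 of 100 as large). Chance cannot be excluded for these counts either. Splits that call 236 probes for tomatidine against control and 38 between the compounds, several times the real count, may point to a structure of the samples apart from the groups, which was not tested. On some measures, unchanged groups simulated against the shared controls seldom gave as much: 1 of 100 draws had a covariance of the effects as large (0.0021 against at most 0.00278), 4 a correlation as large with the controls split (0.32 against at most 0.455) and 0 as many probes lower with both compounds (313 against at most 224), where the simulated groups hold no effects and called fewer probes on average. Without a split, r over ursolic acid-sensitive, tomatidine-sensitive and all probes was reached in 18, 30 and 11 of 100 draws. The shares of probes in the same direction were reached in 24, 36 and 15. The measures seldom reached argue against the shared controls as the whole source of the correlated effects, while r without a split and the shares in the same direction do not. The covariance and the correlation with the controls split did not lie above every draw, the limit set for the test. For the covariance without a split, shared controls and a shared effect of the compounds therefore cannot be told apart. With the controls split, no control array served both compounds, so sharing cannot give the r of 0.32. The draws split in this way had a mean r of -0.013. Chance is not excluded for that r, since 4 of 100 draws reached it.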
